# DA-DRD5 signaling controls colitis by regulating colonic M1/M2 macrophage polarization

**DOI:** 10.1038/s41419-021-03778-6

**Published:** 2021-05-17

**Authors:** Lu Liu, Yuqing Wu, Bingwei Wang, Yuying Jiang, Lin Lin, Xiaoxi Li, Shuo Yang

**Keywords:** Inflammation, Monocytes and macrophages

## Abstract

The decrease of neurotransmitter dopamine (DA) levels in the intestine is closely related to the development of inflammatory bowel disease (IBD). However, the functional relevance and underlying mechanistic basis of the effects of DA signaling on IBD remains unclear. Here, we observed that the DRD5 receptor is highly expressed in colonic macrophages, and the deficiency of DA-DRD5 signaling exacerbated experimental colitis. Moreover, DA-DRD5 signaling can inhibit M1 by negatively regulating NF-κB signaling but promote M2 macrophage polarization through activation of the CREB pathway, respectively. The deficiency of DRD5 signaling increased colonic M1 macrophages but reduced M2 cells during colitis. Additionally, the administration of a D1-like agonist that has a higher affinity to DRD5 can attenuate the colitogenic phenotype of mice. Collectively, these findings provide the first demonstration of DA-DRD5 signaling in colonic macrophages controlling the development of colitis by regulating M1/M2 macrophage polarization.

## Introduction

Inflammatory bowel disease (IBD) is a group of chronic relapsing inflammatory conditions of the colon and small intestine mainly comprising Crohn’s disease (CD) and ulcerative colitis (UC)^1^. As the most sophisticated immune organ of the entire body, the extensive repertoire of intestinal immune cells is unique and plays an important role in IBD development. In particular, large numbers of macrophages are present in the intestine and the shift on macrophage phenotype has been implicated in the establishment of IBD^2,3^. M1 macrophages are classic inflammatory cells secreting proinflammatory cytokines and directly contribute to the defect of the barrier in IBD^4^. It was shown that in DSS-induced colitis mice, the population of M1 macrophages increases^5^. Conversely, M2 macrophages express anti-inflammatory cytokines, including IL-10, and are involved in tissue repair and inflammation resolution to relieve IBD^6^. Transfer of properly polarized M2 macrophages to *STAT6*^*−/−*^ mice accelerated wound healing in the damaged mucosa^7^. Thus, the regulation of M1/M2 macrophages balance might be a potential therapeutic strategy for IBD.

Additionally, it is becoming increasingly clear that normal gastrointestinal (GI) function depends on not only immune-cell populations but also the highly coordinated responses of the enteric nervous system (ENS)^8^. The neurons of the enteric nervous system control the functions of the GI system and communicate through various neurotransmitters, including dopamine (DA), acetylcholine, and serotonin, etc^9^. In the inflamed mucosa of CD and UC patients, the DA levels were markedly lower than in controls^10^. The study has shown that DA protects the homeostasis of the GI mucosal barrier through regulation of mucus secretion, intracellular pH, and submucosal blood flow^11^. In addition to its effects on gastrointestinal secretory responses, DA also acts as an inhibitory modulator of gastrointestinal motility^12^. Although these studies have established a framework of the relationship between DA and IBD, the functions and their underlying mechanisms of DA in the regulation of mucosal immunity and colitis remain not well understood.

To date, DA has been reported as an essential regulator of different immune cells by acting on its two primary subfamilies receptors: D1-like dopamine receptors that comprise dopamine receptor D1 (DRD1) and dopamine receptor D5 (DRD5); D2-like dopamine receptors, including dopamine receptor D2 (DRD2), dopamine receptor D3 (DRD3) and dopamine receptor D4 (DRD4)^13^. There has been some progress in understanding the role of DA receptors in regulating immune cell functions. Follicular helper T (TFH) cell-derived DA enhances T-B cell interactions through the DRD1 of germinal center B cells^14^. DRD2 activation in astrocytes can suppress neuroinflammation and the development of Parkinson’s disease in the central nervous system via αB-crystallin protein^15^. Dopaminergic agonists can reduce the ovalbumin antigen-induced activation of neutrophils via D1-like receptors in a mouse model of airway inflammation^16^. DA inhibits NLRP3 inflammasome activation and system inflammation via DRD1 signaling in macrophages^17^. More recently, we described the detailed role and mechanisms of the macrophage DA-DRD5 signaling in controlling inflammation-associated diseases such as meningitis and sepsis^18^. Thus, these studies highlight DA has an important influence on immune cell functions. However, the underlying functions of DA in modulating intestinal immune cells are largely unknown.

In this study, we found that DRD5 is highly expressed in colonic macrophages and DRD5 deficiency exacerbates DSS-induced colitis. Moreover, DRD5 signaling rebalances the colonic M1/M2 macrophage ratio by negatively regulating NF-κB signaling and activating of the CREB pathway, and then the administration of DRD5 agonist attenuates the colitogenic phenotype of mice. Thus, we proposed a novel neuroimmune regulatory pathway in which DA corrects the M1/M2 excessive polarization through DRD5 to alleviate intestinal inflammation.

## Results

### DRD5 receptor is highly expressed in colonic macrophages

To systematically investigate the roles of DA-DRDs signaling in the gut mucosal immune system and colitis, we firstly tested the expression of DA receptors in the isolated epithelial and CD45^+^ lamina propria (LP) hematopoietic cells (Fig. S1A) from the colon. We found that DRD1, DRD4, and DRD5 were highly expressed in CD45^+^LP cells (Fig. 1A), whereas the expression of DRD2 and DRD3 were very low in both epithelial and LP immune cells. Since LP contains a range of immune cells that maintain homeostasis and respond to a breakdown of epithelial protection^19^, we further measured the expression of DRD1, DRD4 and DRD5 in various immune cells of LP, including Macrophages (CD45^+^CD11b^+^F4/80^+^), Monocytes (CD45^+^CD11b^+^Ly6c^+^), NK cells (CD45^+^ NK1.1^+^), Neutrophils (CD45^+^Ly6g^+^), Dendritic cells (CD45^+^ CD11c^+^), T cells (CD45^+^ TCR-β^+^), B cells (CD45^+^ CD19^+^), ILCs (CD45^+^ Lin^-^) (Fig. S1B). Notably, a significantly high expression of DRD5 in macrophages was observed by RT-PCR analysis (Fig. 1B). Immunofluorescence analysis showed that CX3CR1^+^ macrophages were close to tyrosine hydroxylase (TH) positive neurons in LP layer (Fig. 1C). Besides, we observed the wide distribution of DRD5 signaling in LP F4/80^+^ macrophages (Fig. 1D), Arg1^+^M2 macrophages, and Inos^+^M1 macrophages (Fig. 1E, F). Thus, these data suggest that DA-DRD5 signaling could have an important regulatory effect on colonic macrophage function.

**Fig. 1:**
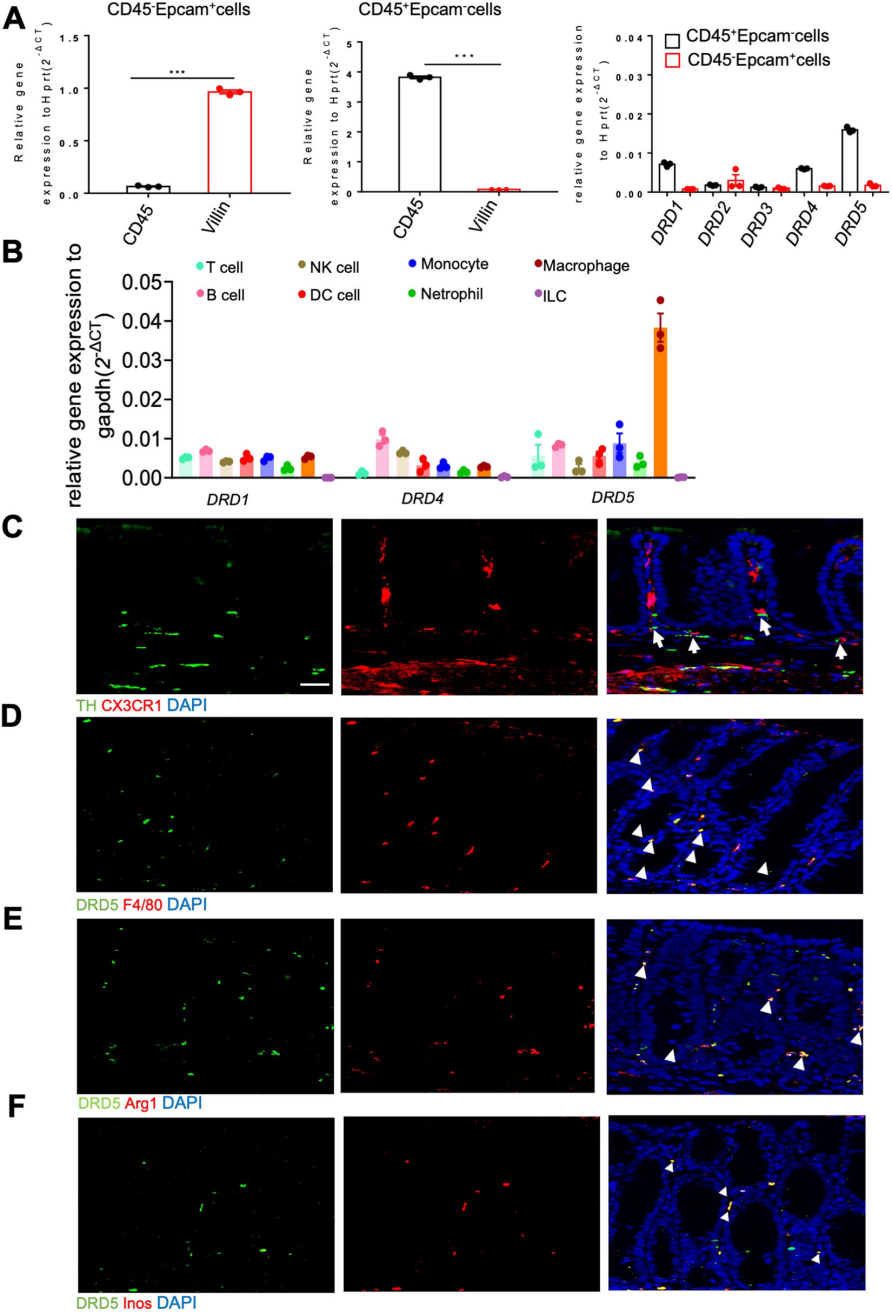
DRD5 receptor is highly expressed in colonic macrophages. **A** RT-qPCR analysis of gene expression of *DRD1*, *DRD2*, *DRD3*, *DRD4*, and *DRD5* in IECs (CD45^-^Epcam^+^) and LP cells (CD45^+^Epcam^-^) isolated from WT mice (*n* = 3 mice per group). **B** RT-qPCR analysis of gene expression of *DRD1*, *DRD4*, and *DRD5* in T cells, B cells, NK cells, DC cells, monocytes, neutrophils, macrophages, and ILCs cells isolated from the colonic LP of WT mice (*n* = 3 mice per group). **C** Immunofluorescent labeling of TH (green), Cx3cr1(red), and DAPI (blue) in colon sections from Cx3cr1 reporter mice. The close proximity of macrophages with dopaminergic neurons is indicated by arrow. Scale bar, 30 µm. **D** Immunofluorescent labeling of DRD5 (green), F4/80 (red), and DAPI (blue) in colon sections from WT mice. The merging of DRD5 with F4/80^+^ in macrophages indicated by the arrowhead. Scale bar, 30 µm. **E** Immunofluorescent labeling of DRD5 (green), Arg1(red), and DAPI (blue) in colon sections from WT mice. The merging of DRD5 with Arg1^+^ in macrophages indicated by the arrowhead. Scale bar, 30 µm. **F** Immunofluorescent labeling of DRD5 (green), Inos (red), and DAPI (blue) in colon sections from WT mice. The merging of DRD5 with Inos^+^ in macrophages indicated by the arrowhead. Scale bar, 30 µm. Data are pooled from three independent experiments (**A**, **B**). Error bars show means ± SEM. ***p < 0.001. Two-tailed unpaired student’s *t*-test.

### DRD5 deficiency in immune cells exacerbates DSS-induced colitis

Notably, the public data sets (GSE47908 and GSE38713) showed that the gene expression of DRD5 was significantly decreased in the colons of UC patients or active UC patients (Fig. S2A). To evaluate the role of DRD5 signaling in colitis, we used the dextran sodium sulfate (DSS) model of colitis in mice. Briefly, mice were given 2.5% DSS in the drinking water for six days and then switched to regular drinking water until day 9. First, we observed the colonic DA levels were markedly reduced after DSS treatment from 1.5 × 10^−7^ M to 1 × 10^−7^ M (Fig. S2B), further suggesting the close relation of decrease of DA levels with colitis. Next, we treated age-matched DRD5 knockout (*DRD5*^*−/−*^) or wild-type (WT) mice with DSS to compare their colitis phenotype. Although no obvious differences in the weight, histopathology of colons between WT and *DRD5*^−/−^ mice were observed before DSS treatment (Fig. S2C, D), more severe colitis on day nine after DSS administration was observed in *DRD5*^*−/−*^ mice than in WT controls, as characterized by significantly greater body weight loss, higher disease activity index (DAI) score, and shorter colons in DSS-treated *DRD5*^*−/−*^ mice (Fig. 2A–C). Histopathological analysis [hematoxylin and eosin (H&E)] further showed that DRD5 deficiency increased inflammatory cell infiltration with more damage of mucosal epithelium (Fig. 2D). Also, the serum levels of TNF-α, IL-6, and CCL2 were markedly increased in the *DRD5*^*−/−*^ group compared with the WT group (Fig. 2E). Previous studies have suggested that the dynamic shifts in gut microbiota play a role during the development of colitis^20^. To evaluate whether microbiota variation was associated with the increased severity in colitis observed in *DRD5*^*−/−*^ mice, we cohoused littermate WT mice [WT (*DRD5*^*−/−*^)] and *DRD5*^*−/−*^ mice [*DRD5*^*−/−*^ (WT)] for 6 weeks to roughly equalize bacterial community before the administration of DSS. The 16s rRNA Sequencing showed that the microbial community structure and composition of single-housed *DRD5*^*−/−*^ mice were different from WT group, but they tend to be consistent after cohousing (Fig. S3A, B). Moreover, *DRD5*^*−/−*^ single-housed mice and cohoused mice had slightly high abundance of colitis-associated microbiota, such as Prevotellaceae and Clostridia_UCG-014, and low abundance of protective bacteria, including Bacteroidaceae and Tannerellaceae, which indicating *DRD5*^*−/−*^ mice have a weak tendency to develop colitis (Fig. S3C). However, cohousing breeding did not change the development of more severe DSS-induced colitis in *DRD5*^*−/−*^ (WT) mice compared with the cohoused WT (*DRD5*^*−/−*^) controls (Fig. S3D–G), suggesting microbiota changes did not involve in the protection of DRD5 against colitis directly.

**Fig. 2:**
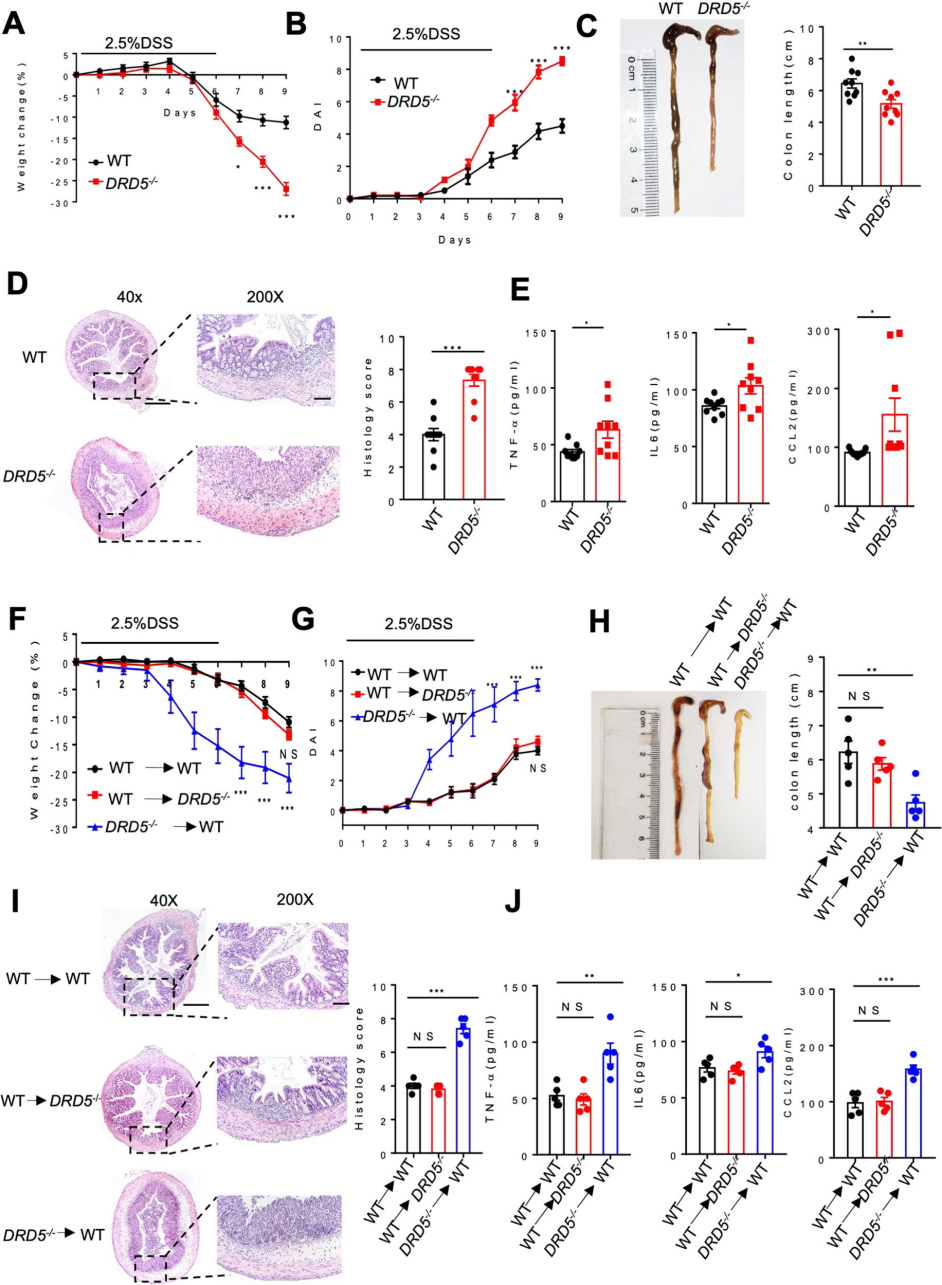
DRD5 deficiency in immune cells exacerbates DSS-induced colitis. **A**, **B** Age-matched male WT and *DRD5*^−*/−*^ mice (*n* = 9 mice per group) were given 2.5% DSS in their drinking water for 6 days and distilled water for three additional days before sacrifice. Weight changes (**A**) and disease activity index (DAI) (**B**) were monitored daily. **C** Gross morphology images of colons and colon lengths of WT and *DRD5*^−*/*−^ mice on day 9 after DSS treatment. **D** Representative H&E-stained colonic sections and histology scores of WT and *DRD5*^−*/*−^ mice sampled on day 9 after DSS treatment. Scale bars, 4×, 500 μm; 20×, 200 μm. **E** The concentration of TNF-α, IL-6, and CCL2 in the serum of WT and *DRD5*^−*/−*^ mice were measured by ELISA. **F**, **G** Weight changes (**F**) and disease activity index (DAI) (**G**) after DSS-induced colitis in WT and *DRD5*^−*/*−^ mice (*n* = 5 mice per group) adoptively transferred with WT or *DRD5*^*−/−*^ bone marrow cells. **H** Gross morphology images of colons and colon lengths of WT and *DRD5*^−*/−*^ mice adoptively transferred with WT or *DRD5*^−*/*−^ bone marrow cells on day 9 after DSS treatment. **I** Representative H&E staining of colonic sections and histology scores of WT and *DRD5*^−*/−*^ mice adoptively transferred with WT or *DRD5*^−*/−*^ bone marrow cells on day 9 after DSS treatment. Scale bars, 4×, 500 μm; 20×, 200 μm. **J** The concentration of TNF-α, IL-6, and CCL2 in the serum of WT and *DRD5*^*−/*−^ mice (*n* = 5 mice per group) adoptively transferred with WT or *DRD5*^−*/−*^ bone marrow cells after DSS treatment. Data are pooled from three independent experiments. Error bars show means ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. multiple unpaired *t*-tests for (**A**, **B**, **F**, **G**) and two-tailed unpaired student’s *t*-test for (**C**–**E**). One-way ANOVA with Sidak’s multiple comparisons test for (**H**–**J**).

To further determine whether DRD5 deficiency in immune cells or gut-resident cells contributes to the increased severity of colitis, we firstly generated bone marrow chimeric mice by adoptively transferring WT or *DRD5*^*−/−*^ bone marrow cells into lethally irradiated WT recipient mice. We found that WT mice reconstituted with *DRD5*^−/−^ bone marrow was easier to induce colitis with greater body weight loss, higher DAI score, and shorter colons than WT donors after DSS administration (Fig. 2F–H). H&E staining showed the more infiltrating inflammatory cells and more severe disruption in the colon of *DRD5*^*−/−*^ donor mice relative to WT donors during colitis (Fig. 2I). The levels of TNF-α, IL-6, and CCL2 were also increased in *DRD5*^*−/−*^ donor mice compared with the WT donor mice (Fig. 2J). However, a reverse bone marrow transfer experiment in which lethally irradiated WT or *DRD5*^*−/−*^ mice recipient mice were reconstituted with bone marrow cells isolated from WT, demonstrated the comparable body weight loss, DAI scores, colon length, colon pathology, and serum inflammatory cytokines between these two recipients (Fig. 2F–J). Therefore, these results suggest that DRD5 signaling in immune cells is essential for its protective role in DSS-induced colitis.

### The deficiency of DA-DRD5 signaling inhibits M1 but enhances M2 macrophage polarization in vitro

Previous studies by us and other research groups have shown that DA can inhibit inflammation in macrophages^17,18^. Given M1/M2 macrophages present in the intestine play essential roles in the initiation or resolution of inflammation in IBD^21^, we speculate DA may have an important role in the polarization of macrophages. To test this, we first used Lps and Ifn-γ to treat BMDMs in vitro for M1 macrophage differentiation in the presence or absence of DA. We found that DA treatment significantly inhibited Lps/Ifn-γ-induced expression of M1-associated genes, including *Inos*, *Tnf*, and *Il6* at the mRNA level in a dose-dependent manner (Fig. 3A and Fig. S4A). Meanwhile, ELISA analysis showed DA decreased the protein levels of TNF-α and IL-6 in a dose-dependent way (Fig. 3B and Fig. S4A). Consistent with previous reports showing that DA is subject to degradation by monoamine oxidase (MAO) and catechol-O-methyltransferase (COMT) to shorten its half-life^22^, we found that co-treatment with MAO and COMT inhibitors can greatly improve the inhibitory effect of DA at the DA concentration of 0.5 μM (Fig. S4B, C). Moreover, fluorescence-activated cell sorting (FACS) revealed that DA markedly reduced the expression of CD86 on macrophages under M1 conditions (Fig. 3C). The immunoblotting analysis also demonstrated DA significantly reduced the expression of Inos protein after Lps/Ifn-γ treatment (Fig. 3D). Thus, these data suggest an inhibitory role of DA in M1 macrophage polarization.

**Fig. 3:**
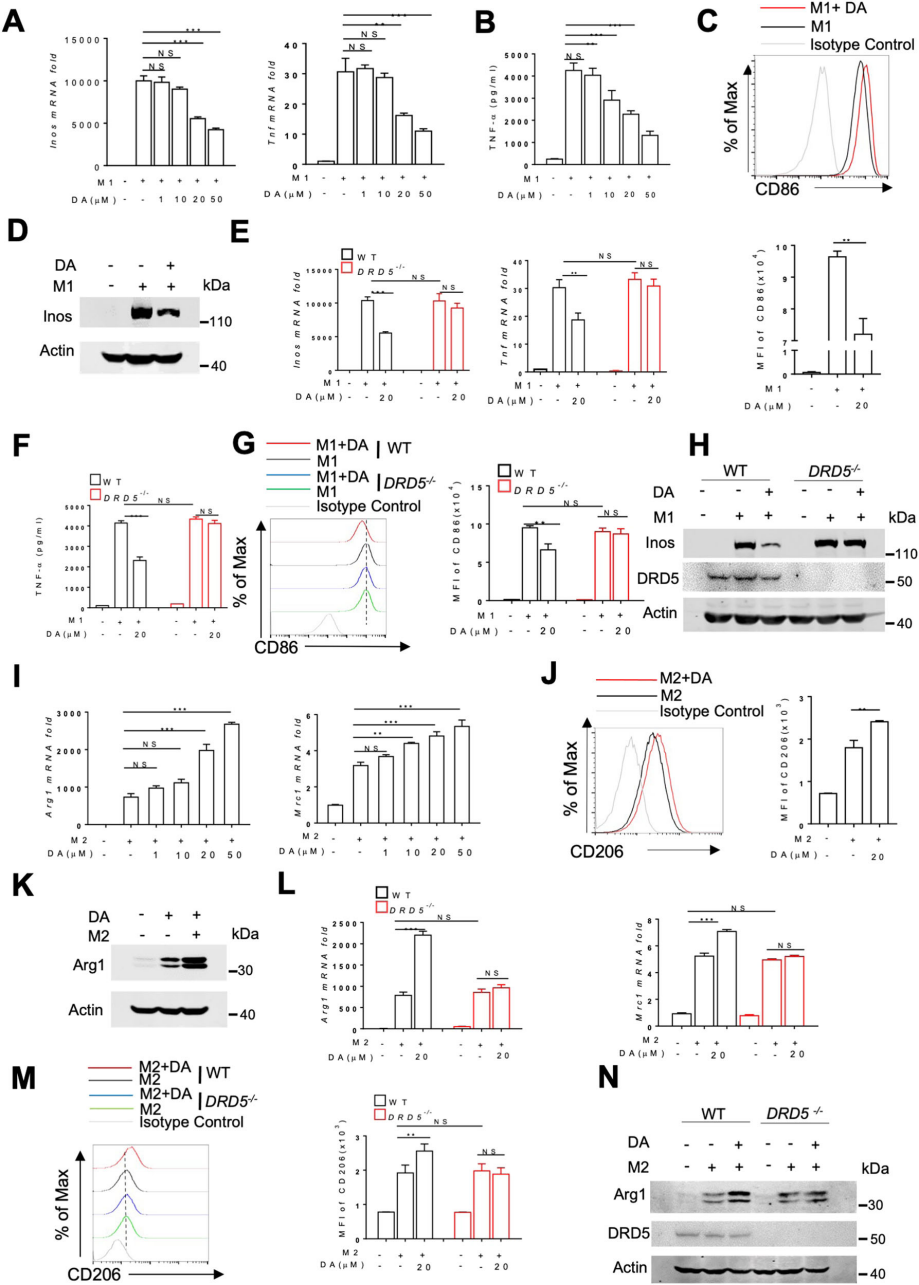
The deficiency of DA-DRD5 signaling inhibits M1 but enhances M2 macrophage polarization in vitro. **A** RT-qPCR analysis of *Inos* and *Tnf* mRNA expression in WT BMDMs treated with various doses of DA and stimulated with LPS/IFN-γ (M1) for 12 h. **B** ELISA analysis of TNF-α in supernatants from WT BMDMs treated with various doses of DA and stimulated with LPS/IFN-γ (M1) for 12 h. **C** Flow cytometry analysis of M1 marker CD86 of WT BMDMs treated with DA (20 μM) and stimulated with LPS/IFN-γ (M1) for 12 h. Representative overlaid flow cytometry histograms showing mean fluorescence intensity (MFI) (top) and quantified data from three independent experiments (*n* = 3 per group) (bottom). **D** Immunoblot analysis of Inos in lysates of WT BMDMs treated with DA (20 μM) and stimulated with LPS/IFN-γ (M1) for 12 h. **E** RT-qPCR analysis of *Inos* and *Tnf* mRNA expression in WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with LPS/IFN-γ (M1) for 12 h. **F** ELISA analysis of TNF-α in supernatants from WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with LPS/IFN-γ (M1) for 12 h. **G** Flow cytometry analysis of M1 marker CD86 of WT and *DRD5*^*−/−*^ BMDMs treated with DA (20μM) and stimulated with LPS/IFN-γ (M1) for 12 h. Representative overlaid flow cytometry histograms showing mean fluorescence intensity (MFI) (left) and quantified data from three independent experiments (*n* = 3 per group) (right). **H** Immunoblot analysis of Inos in lysates of WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with LPS/IFN-γ (M1) for 12 h. **I** RT-qPCR analysis of *Arg1* and *Mrc1* mRNA expression in WT BMDMs treated with various doses of DA and stimulated with IL-4/IL-13 (M2) for 12 h. **J** Flow cytometry analysis of M2 marker CD206 of WT BMDMs treated with DA (20 μM) and stimulated with IL-4/IL-13 (M2) for 12 h. Representative overlaid flow cytometry histograms showing mean fluorescence intensity (MFI) (left) and quantified data from three independent experiments (*n* = 3 per group) (right). **K** Immunoblot analysis of Arg1 in lysates of WT BMDMs treated with DA (20 μM) and stimulated with M2 for 12 h. **L** RT-qPCR analysis of *Arg1* and *Mrc1* mRNA expression in WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with IL-4/IL-13 (M2) for 12 h. **M** Flow cytometry analysis of M2 marker CD206 of WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with IL-4/IL-13 (M2) for 12 h. Representative overlaid flow cytometry histograms showing mean fluorescence intensity (MFI) (left) and quantified data from three independent experiments (*n* = 3 per group) (right). **N** Immunoblot analysis of Arg1 in lysates of WT and *DRD5*^*−/−*^ BMDMs treated with DA (20 μM) and stimulated with IL-4/IL-13 (M2) for 12 h. Data are pooled from three independent experiments. Error bars show means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001; NS, not significant. One-way ANOVA with Sidak’s multiple comparisons test for (**A**–**C, E**–**G, I**–**J, L**–**M**).

Given that DRD5 is highly expressed in colonic macrophages, we next address whether DA regulates M1 macrophage polarization through DRD5. Notably, the inhibitory effect of DA on the mRNA expression levels of M1-associated genes, including *Inos*, *Tnf*, and *Il6* in response to Lps/Ifn-γ was completely lost in *DRD5*^*−/−*^ BMDMs (Fig. 3E and Fig. S4F). ELISA analysis showed that such inhibitory effects of DA on TNF-α and IL-6 production in response to Lps and Ifn-γ stimulation were severely impaired in *DRD5*^*−/−*^ cells (Fig. 3F and Fig. S4F). Also, FACS revealed *DRD5*^*−/−*^ cells were resistant to the inhibitory effects of DA on CD86 expression under M1 conditions (Fig. 3G). Moreover, Immunoblotting analysis demonstrated DRD5 deficiency precluded the inhibitory effect of DA on the expression of Inos protein in macrophages (Fig. 3H). Altogether, these data suggest that DA-DRD5 signaling inhibits M1 macrophage polarization.

Next, we assessed whether DA regulates M2 macrophage differentiation in response to IL-4 and IL-13 stimulation. Interestingly, we observed that DA markedly augmented the expression of M2-associated genes, including *Arg1*, *Mrc1*, and *Ym1*, in response to the IL-4/IL-13 treatment (Fig. 3I and Fig. S4D). Also, MAO and COMT inhibitors can improve the promotion effects of DA on M2 macrophages at the lowest concentration of 0.5 μM (Fig. S4E). FACS revealed that DA could increase the induction of CD206^+^ M2 macrophages in response to IL-4/IL-13 (Fig. 3J). Moreover, the significantly increased expression of Arg1 at the protein level was detected in M2 macrophages with DA treatment compared to the controls (Fig. 3K). In contrast to WT cells, DA failed to increase the expression of M2-associated genes, including *Arg1*, *Mrc1*, and *Ym1* in *DRD5*^*−/−*^ cells (Fig. 3L and Fig. S4G). Additionally, FACS revealed the increased CD206 expression on M2 macrophages in the presence of DA was severely impaired in *DRD5*^*−/−*^ cells (Fig. 3M). Moreover, the immunoblotting analysis demonstrated loss of DRD5 impaired the promoted effect of DA on the expression of Arg1 protein in macrophages (Fig. 3N). Thus, these results suggested that DA can also promote M2 macrophage polarization through DRD5.

### DA-DRD5 signaling can inhibit M1 macrophages polarization by negatively regulating NF-κB signaling, and promote M2 macrophages polarization through the activation of the CREB pathway

To further dissect the mechanistic of DA in regulating the balance of M1/M2 macrophage polarization, we performed RNA sequencing to analyze the transcriptional profiles of Lps/Ifn-γ-stimulated M1 WT and *DRD5*^*−/−*^ macrophage in the absence or presence of DA. 

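The deposited M1 data held 12 libraries of BMDMs, which are macrophages grown from bone marrow. They formed 4 groups of 3 libraries: untreated M1 WT, DA-treated M1 WT, untreated M1 *DRD5*-/- and DA-treated M1 *DRD5*-/- BMDMs. The cells were stimulated with LPS (100 ng/ml) and IFN-γ (50 ng/ml) for 12 h, in the absence or presence of 20 μM DA. The authors deposited FPKM, which are fragments scaled by the length of the transcript and the mapped fragments of the library, for 18063 genes, in files that hold no read counts. The FPKM of a library summed to between 476187 and 494459. The median sum was 486563 in untreated M1 WT, 484717 in DA-treated M1 WT, 490008 in untreated M1 *DRD5*-/- and 485837 in DA-treated M1 *DRD5*-/- BMDMs. The sequencing depth is unknown, because FPKM do not keep the number of reads behind a value. Between 9774 and 9879 genes reached an FPKM of 1 in a library, and the 10 most expressed genes took 15.5% to 17.7% of the FPKM sum. Across genes, which are not independent replicates, log2(FPKM + 1) of libraries of the same group correlated with Pearson's r between 0.998 and 0.999. For each of the 10040 genes with an FPKM of at least 1 in at least 3 libraries, log2(FPKM + 1) of the 12 libraries was fitted with limma, with an intensity trend and no pairing of libraries. The p-values were adjusted by the Benjamini-Hochberg method. A gene was past the threshold at an adjusted p under 0.001 and a change of at least 1.2-fold, which is the cutoff that the authors applied to the genes of the heat map.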

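The 12 M1 libraries were compared over the 17386 genes that varied among them, with log2(FPKM + 1) centred and not scaled. The first principal component held 51% of the variance and the second 12.2%. The 3 DA-treated M1 WT libraries lay between 18.4 and 20.1 on the first component, and the other 9 libraries between −9.1 and −1.7. The pseudo-F of the 3 DA-treated M1 WT libraries against the other 9, a ratio of the spread between the groups to the spread within them, was 9.74. It was the largest of the 220 ways to choose 3 of the 12 libraries (exact permutation test, one-sided, p = 0.00455, the smallest p that these choices allow). The same exact permutation test gave p = 0.223 for untreated M1 WT, p = 0.168 for untreated M1 *DRD5*-/- and p = 0.173 for DA-treated M1 *DRD5*-/- libraries. Among the 9 libraries left without the DA-treated M1 WT libraries, the untreated M1 WT libraries parted from the *DRD5*-/- libraries with a pseudo-F of 3.19 (exact permutation p = 0.0119, the smallest of 84 choices). The DA-treated M1 *DRD5*-/- libraries did not part from the others there (exact permutation p = 0.167). The distance between the group means was 24.8 log2 units for DA-treated against untreated M1 WT BMDMs and 14.9 for untreated *DRD5*-/- against untreated WT BMDMs. It was 9.22 for DA-treated against untreated *DRD5*-/- BMDMs, while a single library lay 9.16 from the mean of its group on average. Among the alternative settings, a pseudocount of 0.1 lowered the pseudo-F of the DA-treated M1 WT libraries most, to 3.59, which was still the largest of all choices.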

Principal component (PC) analysis showed that the profiles of DA-treated M1 WT BMDMs had a distinct gene clustered architecture compared with the communities of M1 WT, M1 *DRD5*^*−/−*^, and DA-treated M1 *DRD5*^*−/−*^ cells (Fig. 4A). Gene set enrichment analysis (GSEA) revealed that the most prominent down-regulated pathways in DA-treated M1 WT BMDMs were the TNFA_SIGNALING_VIA_NFKB compared with untreated M1 WT cells. Moreover, *DRD5*^*−/−*^ BMDMs treated with DA were also enriched with the NFκB pathway relative to DA-treated WT cells (Fig. 4B). This finding is consistent with our previous report that dopamine uses the DRD5 signaling to block TRAF6-mediated NF-κB activation and inflammation^18^. Accordingly, we found that DA remarkably reduced the capacity of Lps /Ifn-γ to induce phosphorylation of IKKs or of their substrate IκBα, both of which are activation indices of the canonical NF-κB pathway. Moreover, IκBα degradation after stimulation with Lps/Ifn-γ was significantly impaired in the presence of DA. However, such inhibitory effect of DA on the phosphorylation of IKKs and the degradation of IκBα under M1 conditions was completely lost in BMDMs from *DRD5*^*−/−*^ lines (Fig. 4C). 

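Genes were ranked by limma's moderated statistic and tested with fgsea against 15 hand-written gene lists, with the tested genes as background and Benjamini-Hochberg adjustment over the lists. The gene set collections of Fig. 4B were not used here. The NF-κB response list held 170 genes that TNF or LPS induces through NF-κB, of which 149 were tested. Its normalized enrichment score in DA-treated against untreated M1 WT BMDMs was −1.29 (adjusted p = 0.0989), not past an adjusted p of 0.05. Of its genes, 58 were past the threshold, 24 higher and 34 lower with DA, and the median change was −0.075 on the log2 scale. With p adjusted over the list alone, 59 genes were past it, 25 higher and 34 lower. Median-of-ratios scaling of the FPKM turned the score to 1.43 (adjusted p = 0.0425). Under the planned settings taken together, the adjusted p of this list ranged from 0.0204 to 0.943. *Nfkbia*, which encodes IκBα, fell by 0.078 on the log2 scale (SE 0.0288, adjusted p = 0.0381), and *Tnfaip3* fell by 0.071 (SE 0.036, adjusted p = 0.122), so neither was past the threshold.
The NF-κB component list (31 genes) had a score of −1.06 (adjusted p = 0.5), which turned positive with median-of-ratios scaling (0.76). The M1 marker list (22 genes, 19 tested) had the lowest score of the 15 lists, −2.03 (adjusted p = 5.99e-05). The highest scores were those of the antioxidant list, 2.56 (adjusted p = 2.62e-08), and the cholesterol synthesis list, 2.53 (adjusted p = 4.12e-08). The scores of these 3 lists stayed past 0.05 with the same sign in every setting run. Of 759 Reactome pathways with 10 to 500 tested genes, 162 were past an adjusted p of 0.05, of which 143 had negative scores. The lowest was the AUF1 pathway of mRNA decay, −2.47 (adjusted p = 1.26e-09). Of its 53 tested genes, 43 were proteasome subunit genes. Without these its score was −1.96 (adjusted p = 0.00219), a comparison chosen after the scores were seen. Of the 10 pathways named for NF-κB, 2 were past 0.05, both with negative scores. The noncanonical NF-κB pathway downstream of dectin had a score of −2.25 (adjusted p = 1.78e-06) and ranked 15 from the lowest. NF-κB activation in B cells had a score of −2.09 (adjusted p = 1.56e-05) and ranked 79. Proteasome subunit genes made up 43 of the 55 tested genes of the former and 43 of the 63 of the latter. Without the proteasome genes, a comparison chosen after the scores were seen, the scores were −1.34 (adjusted p = 0.4) and −0.94 (adjusted p = 0.775). Under the planned settings the adjusted p of the former ranged from 2.06e-07 to 0.000546, and that of the latter from 2.28e-06 to 0.00498.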

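In DA-treated M1 WT relative to DA-treated M1 *DRD5*-/- BMDMs, the NF-κB response list had a score of −1.43 (adjusted p = 0.0399), past an adjusted p of 0.05. Of its tested genes, 65 were past the threshold, 26 higher and 39 lower in the WT cells. With p adjusted over the list alone, 66 were past it, 26 higher and 40 lower. Median-of-ratios scaling turned this score to 1.30 (adjusted p = 0.0707), and the planned settings gave an adjusted p between 0.0304 and 0.381. The score of the difference between the effects of DA in WT and in *DRD5*-/- BMDMs was −1.34 (adjusted p = 0.0625). The effect of DA within *DRD5*-/- BMDMs gave a score of −0.76 (adjusted p = 0.976). The list was also higher in untreated *DRD5*-/- than in untreated WT BMDMs, with a score of 1.67 (adjusted p = 0.00155), where 3 of its genes were past the threshold, all higher in *DRD5*-/- cells. Of the 10 Reactome pathways named for NF-κB, 3 were past 0.05 in that comparison, all 3 with negative scores, and 1 was past it with DA within *DRD5*-/- BMDMs, with a negative score. The M1 marker list was lower in DA-treated WT than in DA-treated *DRD5*-/- BMDMs, with a score of −1.97 (adjusted p = 0.00102). In the Reactome scan, 157 pathways were past 0.05, 137 of them with negative scores. The noncanonical NF-κB pathway downstream of dectin had a score of −1.83 (adjusted p = 0.00459) and ranked 43 from the lowest. Ranking by log2 fold change brought its adjusted p to 0.051, with 0.00096 to 0.051 over the planned settings. NF-κB activation in B cells had a score of −1.67 (adjusted p = 0.0119) and ranked 105. It lost the 0.05 threshold with median-of-ratios scaling, ranking by log2 fold change and camera, with an adjusted p between 0.00497 and 0.243 over the planned settings. Without the proteasome genes, a setting chosen after seeing the values, neither pathway was past 0.05 (adjusted p = 0.257 and 0.658).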

Additionally, the heat map showed that DA treatment inhibited the expression of NF-κB-mediated M1 genes, including *Il6*, *Tnf*, *Nos2*, *Il12b* in WT but not *DRD5*^*−/−*^ BMDMs after stimulation with Lps/Ifn-γ (Fig. 4D). 

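*Il6* (gene 16193) lies on chromosome 5 of GRCm38 from 30013114 to 30019981. Its FPKM was 22.0 ± 0.391 (SD, n = 3) in untreated and 12.7 ± 1.08 (SD, n = 3) in DA-treated M1 WT BMDMs. The log2 fold change was −0.75 (SE 0.0705, adjusted p = 9.03e-07 from limma). In M1 *DRD5*-/- BMDMs it was 18.5 ± 0.817 without and 18.1 ± 2.19 with DA (SD, n = 3), a log2 fold change of −0.04 (adjusted p = 0.954). *Il12b* (gene 16160), on chromosome 11 from 44400063 to 44414033, fell from 20.1 ± 0.159 to 4.51 ± 0.208 FPKM (SD, n = 3) in M1 WT BMDMs, a log2 fold change of −1.94 (SE 0.039, adjusted p = 4.97e-14). Its FPKM in M1 *DRD5*-/- BMDMs was 18.6 ± 0.623 without and 18.5 ± 0.147 with DA (SD, n = 3).
*Tnf* (gene 21926), on chromosome 17 from 35199381 to 35202007, rose from 105.3 ± 1.97 to 144.7 ± 1.66 FPKM (SD, n = 3) with DA in M1 WT BMDMs. Its log2 fold change was 0.45 (SE 0.0321, adjusted p = 4.54e-08), and each DA-treated library was higher than each untreated one. In M1 *DRD5*-/- BMDMs the log2 fold change of *Tnf* was −0.04 (adjusted p = 0.899). *Nos2* (gene 18126), on chromosome 11 from 78920787 to 78960254, was 1935 ± 17.2 FPKM without and 1708 ± 37.4 FPKM with DA (SD, n = 3) in M1 WT BMDMs. Its log2 fold change was −0.18 (SE 0.0244, adjusted p = 3.2e-05), and each DA-treated library was lower than each untreated one, but the change was under 1.2-fold. The effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold for *Il6* (difference −0.71, adjusted p = 9.55e-05), *Il12b* (difference −1.94, adjusted p = 5.55e-12) and *Tnf* (difference 0.49, adjusted p = 1.94e-06). The difference of *Il6* was not past it without the expression filter, with an adjusted p between 9.55e-05 and 0.00117 over the planned settings with all libraries. For *Nos2* the difference was −0.17 (adjusted p = 0.00225). The directions of these 4 genes in M1 WT BMDMs were the same in every setting run. By RT-qPCR, which was not analysed here, the paper reports that DA lowered *Tnf* and *Inos* (*Nos2*) in M1 WT BMDMs.

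**Figure D1:**
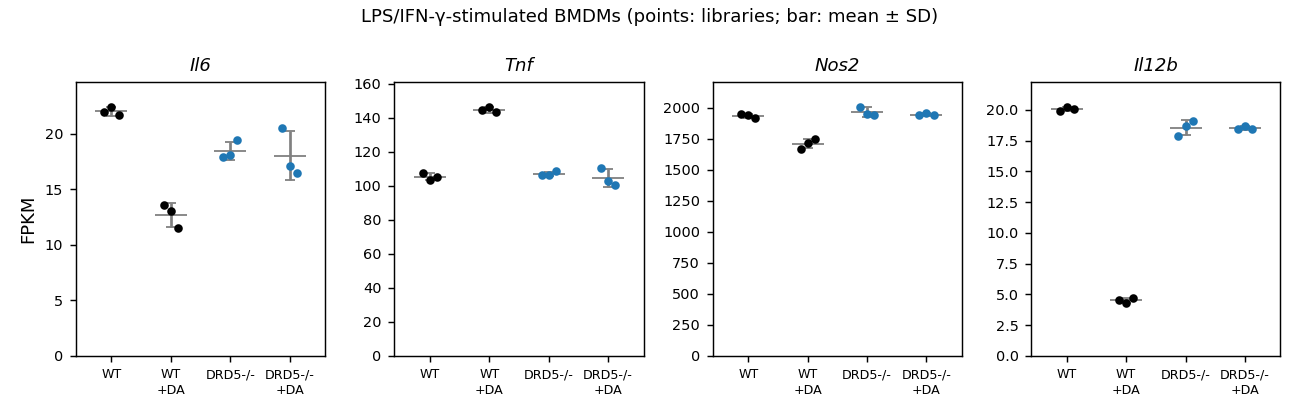
FPKM (y axes, from 0) of *Il6*, *Tnf*, *Nos2* and *Il12b* in Lps/Ifn-γ-stimulated WT (black) and *DRD5*-/- (blue) BMDMs without and with DA; points are libraries and bars are mean ± SD (n = 3). *Il12b* in DA-treated WT BMDMs lies between 4.28 and 4.69 FPKM, and *Tnf* between 143.2 and 146.4 FPKM.

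Of the 33 gene names that could be read in Fig. 4D, 30 were tested and 29 moved in the direction of the heat map with DA in M1 WT BMDMs, 18 of them past the threshold. *Tnf* was past it in the opposite direction. The other 11 genes were not past it, and their log2 fold changes were −0.14 for *Ddx3x* and *Ddx47*, −0.20 for *Ddx39*, −0.18 for *Cd200*, −0.28 for *Scap*, −0.31 for *Tmem39a*, −0.21 for *Tbc1d22b* and *Ifi30*, −0.24 for *Nfkb2* and 0.26 for *Il10*, beside that of *Nos2*. None of the 30 was past the threshold with DA in M1 *DRD5*-/- BMDMs, where their log2 fold changes ranged from −0.14 to 0.06. For 17 of the 30, the effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold. *Flt4*, *Il17a* and *Ryr1* were under the expression filter. The authors selected the heat map genes from these same libraries with the same cutoff. Their agreement with the heat map was thus likely beforehand and is not independent support.

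**Figure D2:**
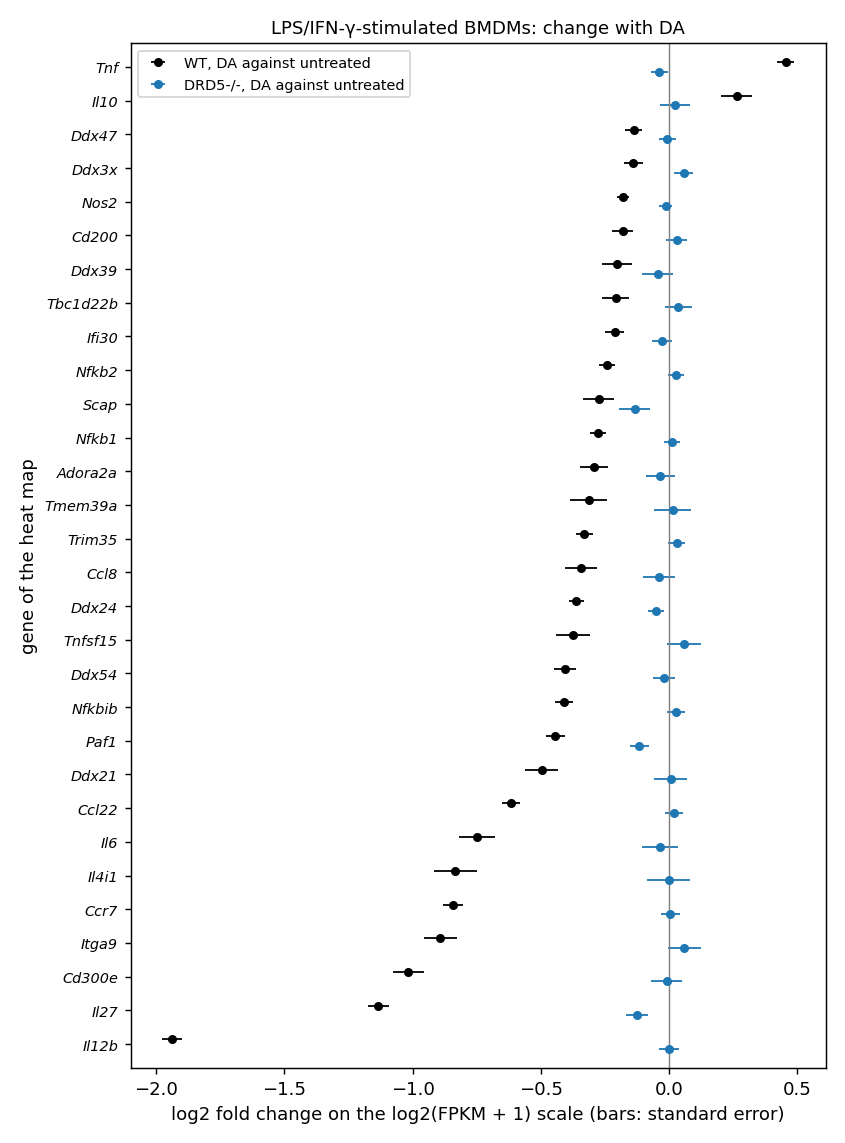
Log2 fold change with DA (x axis, on the log2(FPKM + 1) scale, bars: SE) of the 30 tested genes of the heat map in Lps/Ifn-γ-stimulated WT (black) and *DRD5*-/- (blue) BMDMs. In WT cells *Tnf* and *Il10* lie above 0 and the other genes below it, down to −1.94 for *Il12b*.

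The paper proposes that DA inhibits NF-κB signaling and M1 polarization through DRD5. It cites the enrichment of the NF-κB gene set, the immunoblots and the lower expression of NF-κB-mediated M1 genes in WT but not *DRD5*-/- BMDMs. Its other evidence is RT-qPCR, ELISA, flow cytometry and Inos immunoblots of M1 BMDMs, and the effect of a PP2A inhibitor.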

Besides, consistent with the previous findings that DA/DRD5 plays anti-NF-κB effects by ARRB/PP2A signaling^18^, PP2A inhibitor okadaic acid (OA) rescued the inhibitory effect of DA on NF-κB and M1 differentiation (Fig. S5A–D). 

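In M1 WT BMDMs, 1439 genes were past the threshold with DA, 475 higher and 964 lower. In M1 *DRD5*-/- BMDMs no gene was past it, 0 of the tested genes, while 569 had an unadjusted p under 0.05. Between DA-treated WT and DA-treated *DRD5*-/- BMDMs, 1861 genes were past it, 597 higher and 1264 lower in WT cells. Between untreated *DRD5*-/- and untreated WT BMDMs there were 94, of which 73 were higher in *DRD5*-/- cells. The effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold for 841 genes, 321 with the higher effect in WT cells. Of the changes in WT BMDMs, 44 reached 2-fold, the setting that moved the count most, and 22 of these were higher. Of the genes that reached 2-fold, 39 of 60 were higher in WT cells between the DA-treated genotypes, and 2 of 13 were higher in *DRD5*-/- cells between the untreated genotypes. With median-of-ratios scaling 1225 genes were past the threshold, and the share that rose with DA was 55.2%, against 33.0% with the FPKM as deposited. The 2 sets had 1024 genes in common. Across genes, which are not independent replicates, the effects of DA in WT and *DRD5*-/- BMDMs correlated with Pearson's r = 0.065.
The largest rises with DA in M1 WT BMDMs were those of *Slc40a1*, *Arg1*, *Slc48a1*, *Hmox1* and *Plau*. *Slc40a1* (gene 53945), which encodes the iron exporter ferroportin, rose from 6.84 ± 0.417 to 40.2 ± 0.864 FPKM (SD, n = 3), a log2 fold change of 2.39 (SE 0.0547, adjusted p = 1.87e-13). The M2 gene *Arg1* rose from 64.4 ± 0.386 to 180.5 ± 4.79 FPKM (SD, n = 3), and *Mrc1* from 11.8 ± 0.215 to 18.8 ± 0.382 FPKM (SD, n = 3). Their log2 fold changes were 1.47 and 0.63. *Hmox1*, which encodes a heme oxygenase, rose from 3806 ± 87.1 to 9920 ± 186 FPKM (SD, n = 3). The largest falls were those of *Hspa1a*, *Hspa1b*, *Il12b*, *Cited4* and *Hspb1*. *Hspa1a* fell by 3.08 and *Hspa1b* by 2.93 on the log2 scale, and these 2 genes are paralogs whose reads the mapping could have divided between them. *Cd86*, which encodes a costimulatory molecule, fell by 0.32 (SE 0.024, adjusted p = 7.68e-08). *Socs1* fell by 0.32 (SE 0.0421, adjusted p = 2.75e-05). With median-of-ratios scaling both falls were under 1.2-fold (−0.251 and −0.243). None of these genes was past the threshold with DA in M1 *DRD5*-/- BMDMs.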

Taken together, these data suggest that DA-DRD5 signaling specifically inhibits Lps/Ifn-γ-mediated NF-κB signaling and thereby inhibits M1 macrophage polarization.

**Fig. 4:**
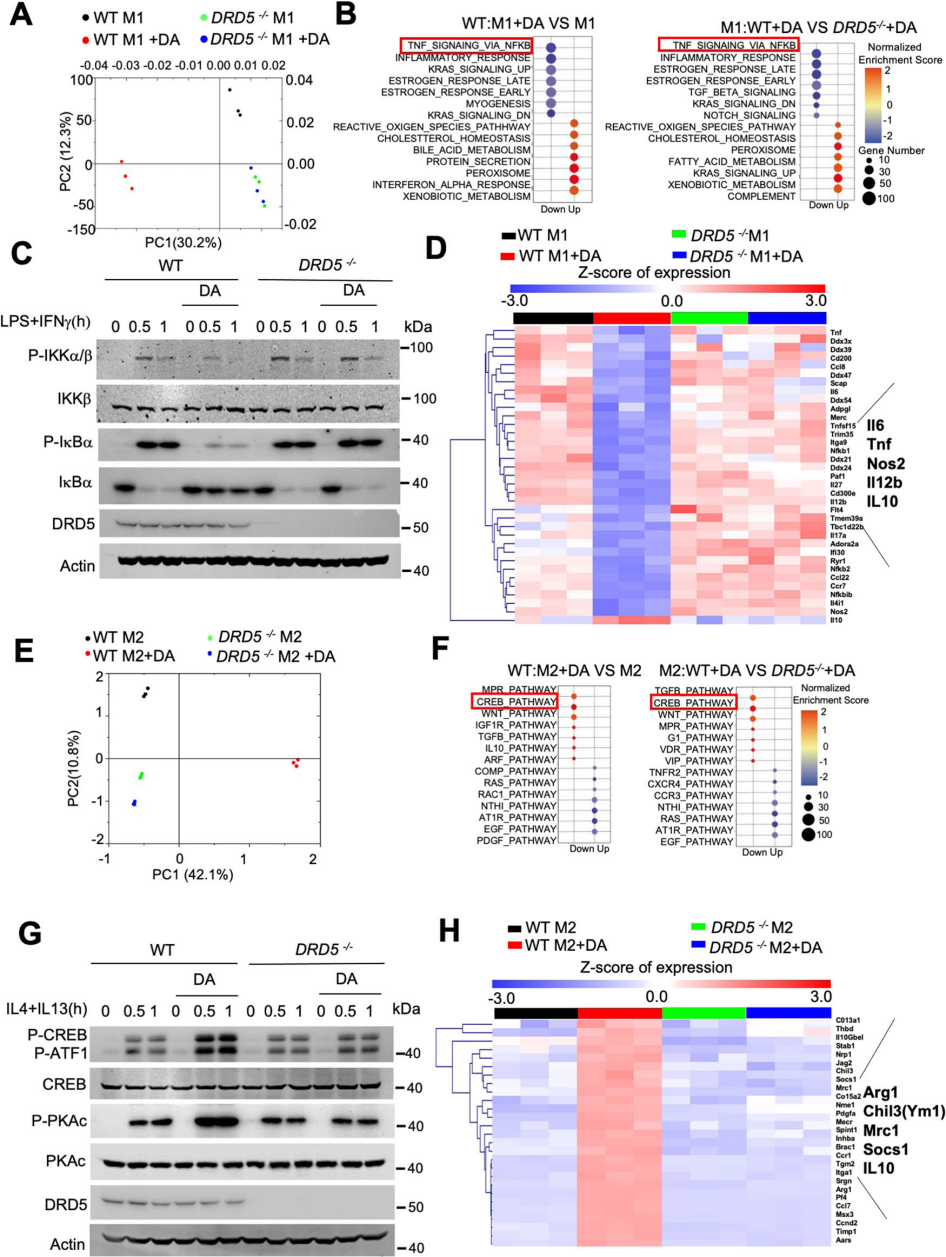
DA-DRD5 signaling can inhibit M1 polarization by negatively regulating NF-κB signaling and promote M2 polarization through the activation of the CREB pathway. **A** Principal component (PC) analysis of transcriptional clustered architecture in M1-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA (20 μM) (*n* = 3). **B** Gene set enrichment analysis (GSEA) analysis of the prominent down-regulated pathways in M1-stimulated WT BMDMs untreated or treated with DA (left) or M1-stimulated WT and *DRD5*^*−/−*^ BMDMs treated with DA (right). **C** Immunoblot analysis of phosphorylated (p−), and total IKKα/β, IκBα in lysates of LPS/IFN-γ-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA (20 μM) as indicated. **D** Heat map showing the expression of NF-κB-mediated M1 genes in LPS/IFN-γ-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA. **E** PC analysis of gene expression cluster in M2-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA (20 μM) (*n* = 3). **F** GSEA analysis of the prominent upregulated pathways in M2-stimulated WT BMDMs untreated or treated with DA (left) or M2-stimulated WT and *DRD5*^*−/−*^ BMDMs treated with DA (right). **G** Immunoblot analysis of phosphorylated (p−), and total CREB, PKAc in lysates of IL-4/IL-13-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA (20 μM) as indicated. **H** Heat map showing the expression of genes associated with M2 macrophage in IL-4/IL-13-stimulated WT and *DRD5*^*−/−*^ BMDMs untreated or treated with DA. Data are representative of three independent experiments (**C**, **G**).

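The deposited M2 data held 12 libraries of BMDMs in the same 4 groups of 3, stimulated with IL-4 (10 ng/ml) and IL-13 (10 ng/ml) for 12 h. The authors deposited FPKM for 17786 genes in files without read counts, so the depth is unknown here too. The FPKM of a library summed to between 482310 and 503799. The median sum was 496355 in untreated M2 WT, 499986 in DA-treated M2 WT, 502325 in untreated M2 *DRD5*-/- and 484837 in DA-treated M2 *DRD5*-/- BMDMs. Between 10349 and 10444 genes reached an FPKM of 1 in a library, and the 10 most expressed genes took 12.5% to 16.4% of the sum. The M2 libraries were fitted apart from the M1 libraries in the same way, over 10735 genes. *Drd5* lies on chromosome 5 of GRCm38 from 38319367 to 38322518. It was listed at 0 in 10 of the 12 M2 libraries, at 0.06 FPKM in an untreated M2 WT library and at 0.03 FPKM in a DA-treated M2 WT library. The M1 data did not list it. The genotype of the libraries could not be checked on *Drd5* at these values. *Drd1* reached 0.25 FPKM, *Drd4* 0.04 FPKM and *Drd2* 0.02 FPKM in the highest M2 library, and *Drd3* was not listed there.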

Next, we use RNA-seq to analyze the transcriptional profiles of IL-4/IL-13-stimulated WT and *DRD5*^*−/−*^ M2 macrophage in the absence or presence of DA. PCA revealed that an entirely different clustered pattern in DA-treated M2 WT BMDMs compared with those of M2 WT, M2 *DRD5*^*−/−*^, and DA-stimulated M2 *DRD5*^*−/−*^ cells (Fig. 4E). Moreover, GSEA showed that CREB_PATHWAY was the top upregulated pathways in M2 WT BMDMs after DA treatment, and CREB_PATHWAY was also the top-ranking gene set in M2 WT BMDMs relative to *DRD5*^*−/−*^ cells in the presence of DA (Fig. 4F). 

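Over the 17766 genes that varied among the 12 M2 libraries, the first principal component held 76.2% of the variance and the second 7.8%. The 3 DA-treated M2 WT libraries lay between 41.1 and 41.96 on the first component, and the other 9 between −15.5 and −11.5. Their pseudo-F against the other 9 was 31.7, the largest of all choices of 3 libraries in the exact permutation test. Untreated M2 WT, untreated M2 *DRD5*-/- and DA-treated M2 *DRD5*-/- libraries had exact permutation p = 0.141, p = 0.136 and p = 0.132. Among the 9 libraries left without the DA-treated M2 WT libraries, each remaining group parted from the others. The pseudo-F was 4.15 for untreated M2 WT, 2.46 for untreated M2 *DRD5*-/- (exact permutation p = 0.0357) and 2.51 for DA-treated M2 *DRD5*-/- libraries (exact permutation p = 0.0238). The distance between the group means was 55.1 log2 units for DA-treated against untreated M2 WT BMDMs and 20.9 for untreated *DRD5*-/- against untreated WT BMDMs. It was 17.1 for DA-treated against untreated *DRD5*-/- BMDMs, larger than the 9.18 between a library and the mean of its group.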

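The CREB component list held 43 genes of the pathway from cAMP to CREB, of which 36 were tested, and the CREB target list held 36 genes with cAMP response elements, of which 24 were tested. Neither is the gene set of Fig. 4F, which was not used here. In DA-treated against untreated M2 WT BMDMs, the component list had a score of −1.21 (adjusted p = 0.201 over 14 lists). Of its genes, 16 were past the threshold, 7 higher and 9 lower, and adjustment over the list alone gave the same counts. The target list had a score of −1.02 (adjusted p = 0.449), with 16 genes past the threshold, 6 higher and 10 lower. Adjusted over the list alone, 17 were past it, 6 higher and 11 lower. In DA-treated M2 WT relative to DA-treated M2 *DRD5*-/- BMDMs, the scores were −1.23 (adjusted p = 0.216) and −1.11 (adjusted p = 0.378). DA gave scores in M2 *DRD5*-/- BMDMs of 1.41 (adjusted p = 0.144) and 1.62 (adjusted p = 0.0379). The latter was not past 0.05 in 5 of the planned settings, with an adjusted p between 0.0339 and 0.182 over them, and in 4 of the 6 fits that each left out one library. The difference between the effects of DA in WT and *DRD5*-/- BMDMs had a score of −1.11 (adjusted p = 0.32) for the component list and −1.20 (adjusted p = 0.244) for the target list. Neither score was positive in WT BMDMs in any setting run. Over the planned settings the adjusted p ranged from 0.158 to 0.456 for the component list and from 0.277 to 0.659 for the target list, and camera, which gives the change in mean rank statistic in place of a score, gave −2.10 and −2.97.
Of the genes named for this pathway, *Creb1* changed by 0.01 with DA in M2 WT BMDMs (SE 0.0476, adjusted p = 0.8) and *Prkaca* by 0.13 (SE 0.039, adjusted p = 0.00796) on the log2 scale. *Atf1* rose by 0.30 in WT (adjusted p = 3.48e-06) and by 0.24, under 1.2-fold, in *DRD5*-/- BMDMs (adjusted p = 0.000296), and the 2 effects did not differ (difference 0.06, adjusted p = 0.28). Its rise in WT also fell under 1.2-fold with median-of-ratios scaling (0.255) and quantile normalization (0.234). *Crem* fell by 0.63 in WT BMDMs (SE 0.0535, adjusted p = 8.63e-08), and *Nr4a1* fell by 0.35 (SE 0.0786, adjusted p = 0.00104), which passed the threshold with median-of-ratios scaling and without the intensity trend, with an adjusted p between 0.000601 and 0.00544 over the planned settings with all libraries. The highest score of the 14 lists in M2 WT BMDMs was that of the proliferation list, 2.27 (adjusted p = 4.31e-06), and the M2 marker list had a score of 1.74 (adjusted p = 0.00843). The latter lost the 0.05 threshold without the expression filter, with ranking by log2 fold change and without the genes of the heat map, with an adjusted p between 9.04e-05 and 0.302 over the planned settings. Of 795 Reactome pathways, 245 were past an adjusted p of 0.05, 204 with positive scores. The highest was that of the mitotic G1 and G1/S phases, 2.55 (adjusted p = 2.55e-13). Of the 4 pathways named for CREB, 1 was past 0.05, gastrin signaling to CREB, with a score of −1.74 (adjusted p = 0.00361). It lost the 0.05 threshold with ranking by log2 fold change and with camera, with an adjusted p between 0.00285 and 0.094 over the planned settings. PKA-mediated phosphorylation of CREB had a score of 1.32 (adjusted p = 0.31) and ranked 289 from the highest. Relative to DA-treated *DRD5*-/- BMDMs, gastrin signaling to CREB had a score of −1.61 (adjusted p = 0.0166).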

Consistently, the immunoblotting analysis showed that DA significantly increased the phosphorylation of CREB in WT BMDMs after IL-4/IL-13 stimulation, but such effects of DA were severely impaired in *DRD5*^*−/−*^ BMDMs. Protein kinase A (PKA) is a well-known critical upstream protein kinase of CREB and can be activated by DA-DRD5 signaling^18^. Therefore, we next detected the phosphorylation level of PKA catalytic (PKAc) subunits, which phosphorylate the downstream targets such as CREB and ATF1^23,24^. The upregulation of phosphorylation of PKAc by DA was observed in WT but not *DRD5*^*−/−*^ BMDMs after stimulation with IL-4 and IL-13 (Fig. 4G). Moreover, the heatmap analysis also displayed a significant increase in the expression of a variety of genes associated with M2 macrophage and CREB signaling, such as *Arg1, Chil3, Mrc1, Socs1, Il10*, in WT but not *DRD5*^*−/−*^ BMDMs under M2 conditions in the presence of DA (Fig. 4H). 

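*Arg1* (gene 11846) lies on chromosome 10 of GRCm38 from 24915221 to 24927484. Its FPKM rose from 28.9 ± 0.795 to 591.8 ± 7.34 (SD, n = 3) with DA in M2 WT BMDMs, a log2 fold change of 4.31 (SE 0.0365, adjusted p = 5.33e-18). In M2 *DRD5*-/- BMDMs it rose from 28.5 ± 0.734 to 40.5 ± 2.26 (SD, n = 3), a log2 fold change of 0.49 (SE 0.0365, adjusted p = 9.49e-07) that was past the threshold. The effect in WT was larger by 3.82 (adjusted p = 2.91e-15). *Mrc1* (gene 17533), on chromosome 2 from 14229392 to 14332057, rose from 305.7 ± 7.98 to 537.3 ± 4.91 FPKM (SD, n = 3) in M2 WT BMDMs, a log2 fold change of 0.81 (SE 0.0234, adjusted p = 7.22e-13). In M2 *DRD5*-/- BMDMs its log2 fold change was 0.22 (adjusted p = 2.19e-05), under 1.2-fold, and quantile normalization raised it to 0.29, past the threshold. *Chil3* (gene 12655), on chromosome 3 from 106147554 to 106167564, rose from 44.8 ± 1.48 to 61.2 ± 0.763 FPKM (SD, n = 3) in M2 WT BMDMs, a log2 fold change of 0.44 (SE 0.0361, adjusted p = 5.53e-08). Its log2 fold change in M2 *DRD5*-/- BMDMs was 0.11 (adjusted p = 0.031).
*Socs1* (gene 12703), on chromosome 16 from 10782240 to 10785536, rose from 37.7 ± 2.43 to 48.7 ± 0.715 FPKM (SD, n = 3) in M2 WT BMDMs, a log2 fold change of 0.37 (SE 0.0377, adjusted p = 7.22e-07). *Il10* (gene 16153), on chromosome 1 from 131019845 to 131024974, rose from 1.23 ± 0.238 to 4.00 ± 0.442 FPKM (SD, n = 3), a log2 fold change of 1.17 (SE 0.117, adjusted p = 5.07e-07). *Socs1* changed by 0.05 (adjusted p = 0.326) and *Il10* by 0.11 (adjusted p = 0.506) in M2 *DRD5*-/- BMDMs. The effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold for *Mrc1* (difference 0.59, adjusted p = 1.65e-09), *Chil3* (difference 0.33, adjusted p = 5.3e-05), *Socs1* (difference 0.31, adjusted p = 0.00013) and *Il10* (difference 1.06, adjusted p = 6.05e-05). The difference of *Socs1* was not past it with quantile normalization (0.257, under 1.2-fold).

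**Figure D3:**
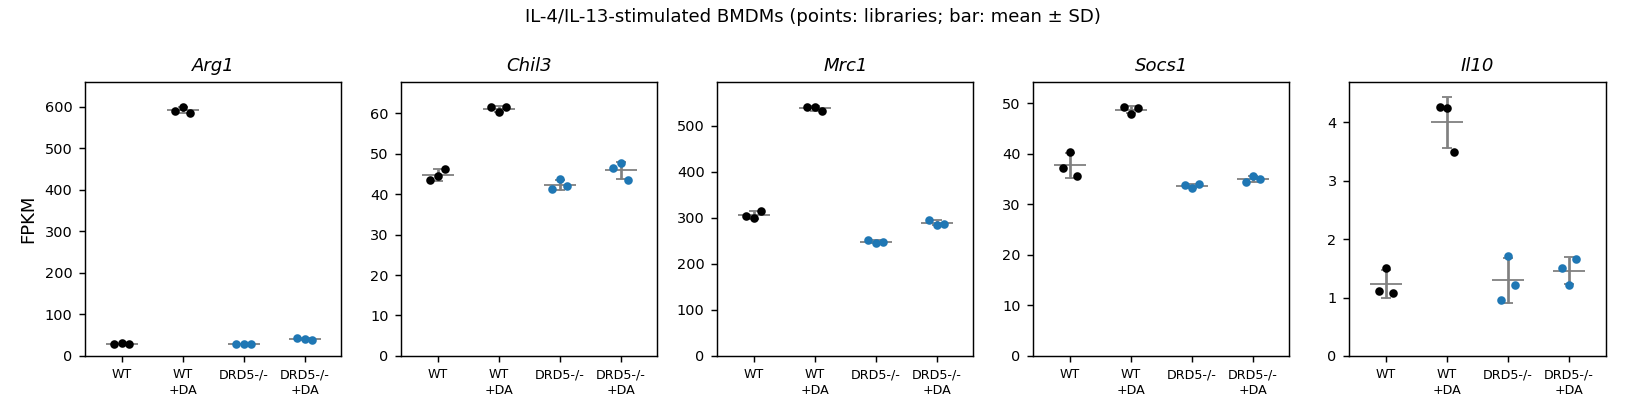
FPKM (y axes, from 0) of *Arg1*, *Chil3*, *Mrc1*, *Socs1* and *Il10* in IL-4/IL-13-stimulated WT (black) and *DRD5*-/- (blue) BMDMs without and with DA; points are libraries and bars are mean ± SD (n = 3). *Arg1* lies between 586.1 and 600.1 FPKM in DA-treated WT BMDMs and between 37.9 and 42.02 FPKM in DA-treated *DRD5*-/- BMDMs.

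Of the 23 gene names that could be read in Fig. 4H, 21 were tested, and all 21 rose past the threshold with DA in M2 WT BMDMs. Of these genes, 2 were past it in M2 *DRD5*-/- BMDMs, *Arg1* and *Stab1*, and *Stab1* rose there by 0.30 on the log2 scale (adjusted p = 2.13e-05). The log2 fold changes of the 21 genes in M2 *DRD5*-/- BMDMs ranged from −0.26 to 0.49. For 20 of the 21, the effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold. *Jag2* and *Itga1* were under the expression filter. These genes too were selected by the authors from the same libraries with the same cutoff. Their rise in WT BMDMs was thus likely beforehand and is not independent support.

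**Figure D4:**
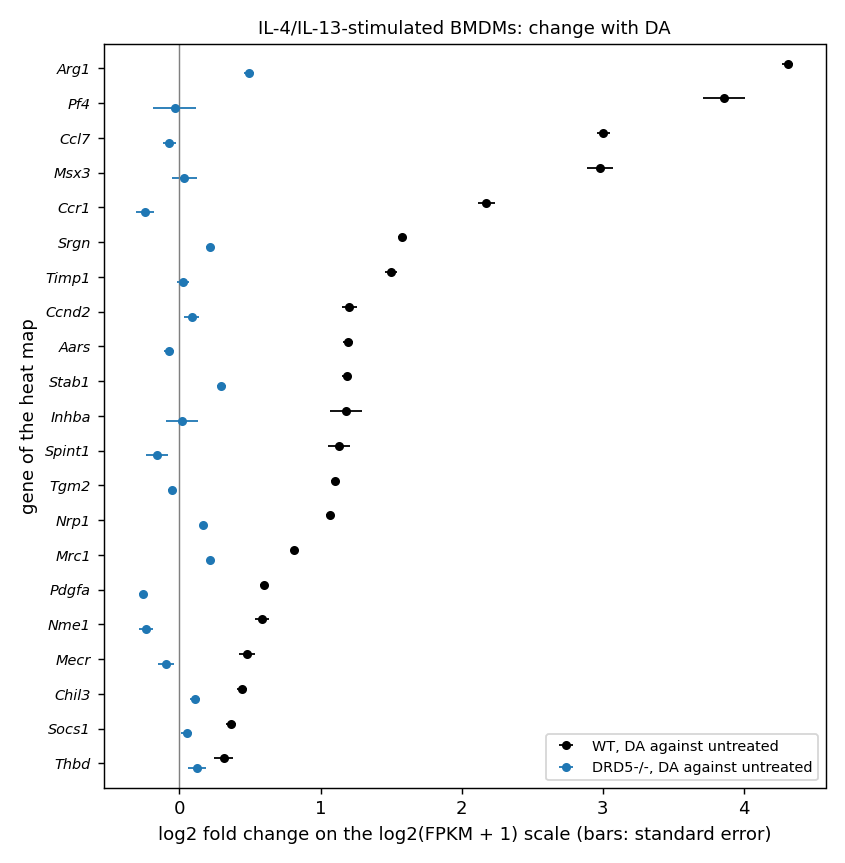
Log2 fold change with DA (x axis, on the log2(FPKM + 1) scale, bars: SE) of the 21 tested genes of the heat map in IL-4/IL-13-stimulated WT (black) and *DRD5*-/- (blue) BMDMs. All lie above 0 in WT cells, and in *DRD5*-/- cells the highest is *Arg1* at 0.49.

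The paper concludes that DA promotes M2 polarization through DRD5 and the CREB pathway. It cites the enrichment of the CREB gene set, the phosphorylation of CREB and PKA, and the rise of these genes in WT but not *DRD5*-/- BMDMs. Its other evidence is RT-qPCR, flow cytometry and Arg1 immunoblots of M2 BMDMs, and the effect of a CREB inhibitor.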

Additionally, the inhibitor of CREB KG501 blocked the enhanced effects of DA/DRD5 on M2 differentiation (Fig. S5E–G). 

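In M2 WT BMDMs, 4971 genes were past the threshold with DA, 2782 higher and 2189 lower, and 626 of the changes reached 2-fold. In M2 *DRD5*-/- BMDMs 432 genes were past it, 362 higher and 70 lower, with 3 changes of 2-fold or more. Of the genes past the threshold in both genotypes, 255 in number, 98 changed in the same direction. Between DA-treated WT and DA-treated *DRD5*-/- BMDMs, 5333 genes were past it, 3139 higher in WT cells. Between untreated *DRD5*-/- and untreated WT BMDMs there were 592, of which 445 were lower in *DRD5*-/- cells. The effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold for 4636 genes. The median absolute log2 fold change was 0.52 among the genes past it in WT and 0.34 among those past it in *DRD5*-/- BMDMs. With the trends of each library with GC content and transcript length removed, a setting chosen after the data were seen, the genes past the threshold in M2 *DRD5*-/- BMDMs numbered 236. In M2 WT BMDMs that setting gave 2440 higher and 2427 lower. It also removes the overall level of each library. The median change of all genes there went from 0.0311 to −0.0083, and to −0.0074 with median-of-ratios scaling. The changes correlated little with GC content (rho = −0.082) and transcript length (rho = −0.072). The loss of the excess of rises can therefore not be credited to these trends.
The largest rises with DA in M2 WT BMDMs were those of *Arg1*, *Pf4*, *Hmox1*, *Id1* and *Ccnd1*. *Pf4* (gene 56744), which encodes a chemokine, rose from 6.28 ± 0.911 to 104.0 ± 2.03 FPKM (SD, n = 3), a log2 fold change of 3.86 (SE 0.151, adjusted p = 1.8e-11). *Hmox1* rose from 200.8 ± 2.73 to 2904 ± 30.7 FPKM (SD, n = 3), a log2 fold change of 3.85. It also rose in M2 *DRD5*-/- BMDMs, from 242.7 ± 1.21 to 1994 ± 32.3 FPKM (SD, n = 3), by 3.03 on the log2 scale (SE 0.02, adjusted p = 3.49e-19). This comparison was chosen after its values were seen. *Id1* and *Ccnd1* rose by 3.50 and 3.45 on the log2 scale in WT BMDMs and were not past the threshold in *DRD5*-/- BMDMs. The largest falls in WT BMDMs were those of *Slc6a12*, *Cd83*, *Ifitm6*, *Hpgd* and *Rbp4*, with log2 fold changes between −3.67 and −2.69. *Tnf* rose from 6.56 ± 0.639 to 14.5 ± 0.57 FPKM (SD, n = 3) in M2 WT BMDMs, a log2 fold change of 1.04 (SE 0.0803, adjusted p = 3.03e-08). *Cd86* changed by 0.01 (adjusted p = 0.908) in M2 WT BMDMs.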

Collectively, these data clearly demonstrate that DA-DRD5 signaling can promote IL-4/IL-13-triggered M2 macrophage polarization through its activation of the CREB pathway.

### The deficiency of DRD5 signaling increased M1 macrophages but reduced M2 cells in the colon of DSS colitis mice

To further investigated whether DA-DRD5 signaling could regulate colonic M1/M2 polarization in vivo to protect against colitis, we next characterized macrophages in the colon from untreated and DSS-induced colitis mice. An increase in the number of F4/80^+^ macrophages was observed in the colons of *DRD5*^*−/−*^ colitis mice relative to those of WT mice by immunofluorescence staining. Moreover, immunofluorescence showed that *DRD5*^*−/−*^ mice had significantly increased numbers of Inos^+^ M1 cells but markedly reduced numbers of Arg1^+^ M2 cells in the colon compared with WT mice (Fig. 5A). Consistently, FACS revealed that compared with WT mice, the expression of CD86, Inos, and TNF-α in colonic macrophages sorted from *DRD5*^*−/−*^ mice were modestly increased, but significantly increased on day 6 after DSS treatment. Moreover, the expression of Arg1 in colonic macrophages was markedly reduced in *DRD5*^*−/−*^ mice during colitis (Fig. 5B and Fig. S6). Additionally, we further validated the requirements for DRD5 signaling in macrophage polarization by constructing mixed bone marrow chimeras. The sublethally irradiated mice were reconstituted with *DRD5*^*−/−*^ CD45.2/WT CD45.1 bone marrow (1:1 ratio), and a control WT CD45.2/WT CD45.1 group (1:1 ratio). We found that mice that received DRD5 deficient bone marrow cells had higher M1 polarization and lower M2 polarization than WT donors after colitis (Fig. 5C). Collectively, these data suggest DRD5 signaling is indispensable for regulating the balance of colonic macrophage polarization and thereby its protective role in DSS-induced colitis.

**Fig. 5:**
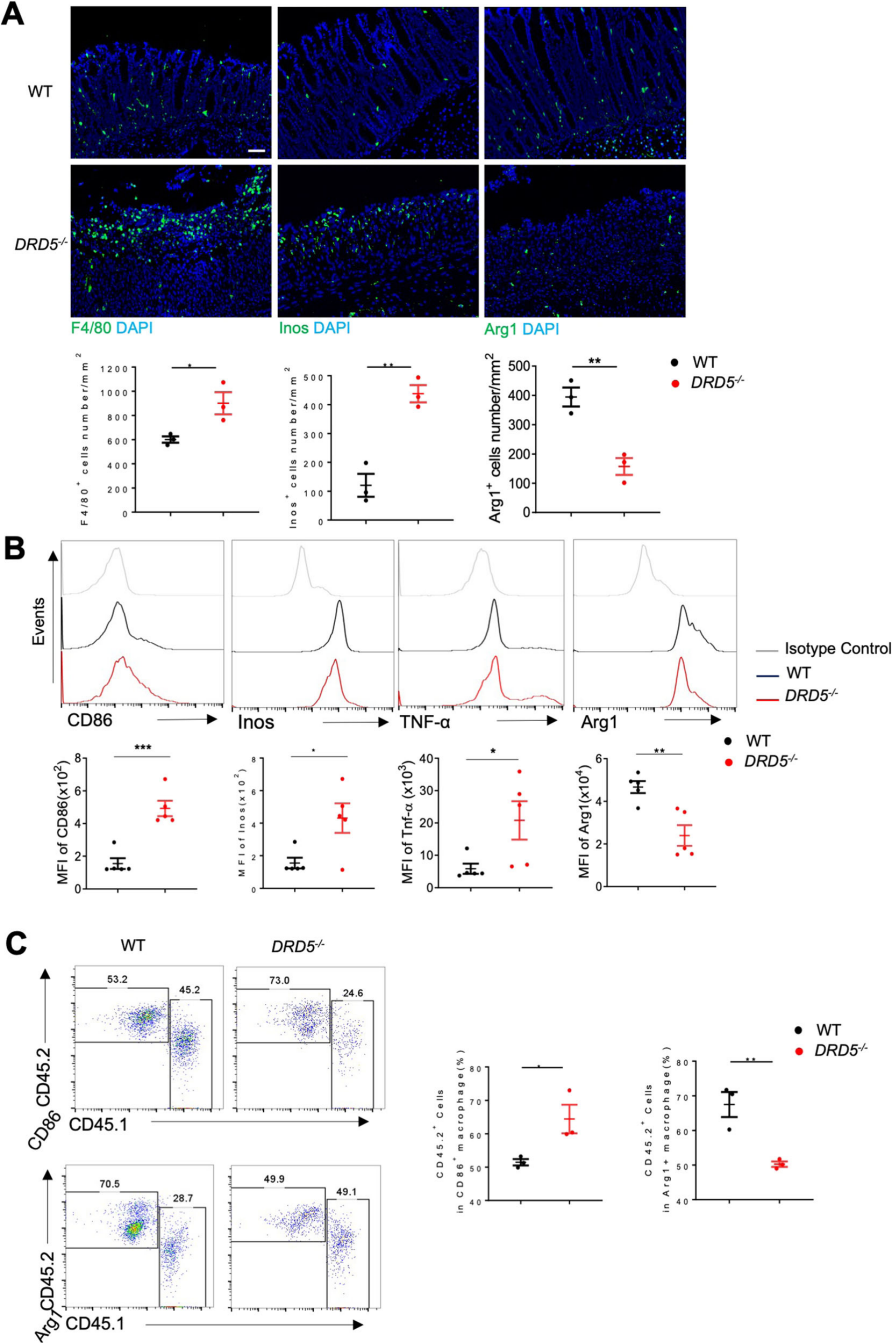
The deficiency of DRD5 signaling increased colonic M1 macrophages but reduced M2 cells in the colon of DSS colitis mice. **A** Immunofluorescent labeling of F4/80^+^, Arg1^+^, and Inos^+^ colonic macrophages of WT and *DRD5*^*−/−*^ mice on day 6 after DSS treatment (top). The cell numbers are quantified by Image pro plus (bottom) (*n* = 3). Scale bars, 200 μm. **B** Flow cytometry analysis of colonic macrophages of WT and *DRD5*^*−/−*^ mice (*n* = 5 mice per group) on day 6 after DSS treatment as indicated. Data are presented as representative plots (top) and summary graphs of quantified percentages (bottom). **C** Flow cytometry analysis of the CD45.2^+^ cells percentage in Arg1^+^ and CD86^+^ colonic macrophages of lethally irradiated mice reconstituted with *DRD5*^*−/−*^ CD45.2/WT CD45.1 bone marrow (1:1 ratio), and a control WT CD45.2/WT CD45.1 group (1:1 ratio) on day 6 after DSS treatment (*n* = 3 mice per group). Data are presented as representative plots (left) and summary graphs of quantified percentages (right). Data are pooled from two or three independent experiments. Error bars show means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed unpaired student’s *t*-test (**A**, **B**, **C**).

### The administration of DRD5 agonist attenuates the colitogenic phenotype of mice

Given that DRD5 signaling could protect against colitis, we were keen to assess if pharmacological activation of DRD5 could prevent colitis in mice. To test this, we treated WT and *DRD5*^*−/−*^ mice with intraperitoneal administration of the D1-like agonist SKF-38393 (10 mg/kg of body weight), which has a higher affinity to DRD5^25^. Such treatment significantly attenuated the clinical signs of colitis in WT mice as indicated by less weight loss, lower DAI score, less shortening in colon length, less histopathological findings, and lower serum cytokines of TNF-α, IL-6, and CCL2, whereas such effects of SKF-38393 were severely impaired in *DRD5*^*−/−*^ mice (Fig. 6A–E). Thus, these data further indicate a vital role of DRD5 signaling in the pathogenesis of colitis and suggest the development of potential therapeutic strategies to target DA-DRD5 signaling that might be useful for protection against colitis.

**Fig. 6:**
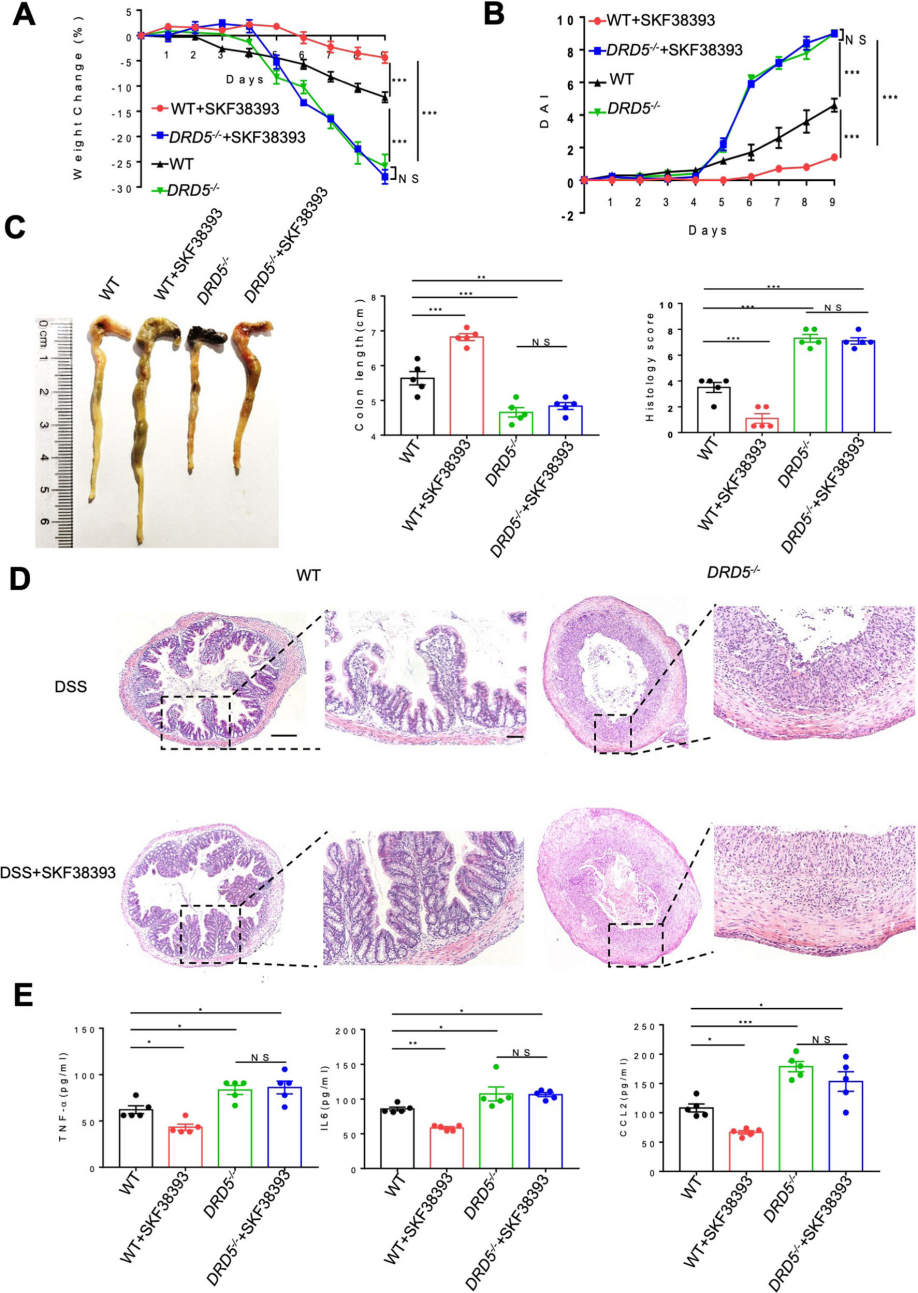
The administration of DRD5 agonist attenuates the colitogenic phenotype of mice. **A**, **B** Age-matched male WT and *DRD5*^*−/−*^ mice (*n* = 5 mice per group) were i.p. injected with D1-like agonist SKF-38393 at a dose of 10 mg/kg daily during DSS treatment. Weight changes (**A**) and disease activity index (DAI) (**B**) were monitored daily. **C** Gross morphology images of the DSS-induced colitis in WT mice or *DRD5*^*−/−*^ mice that were injected with DRD5 agonist, and colon length was measured on day 9. **D** Representative H&E-staining section of colons and histology score of mice in (**A**). Scale bars, 4×, 500 μm; 20×, 200 μm. **E** The concentration of TNF-α, IL-6, and CCL2 in the serum of WT and *DRD5*^*−/−*^ mice treated with SKF38393. Data are pooled from three independent experiments. Error bars show means ± SEM. *P < 0.05, **P < 0.01; ***P < 0.001; NS, not significant. multiple unpaired *t*-tests for (**A**, **B**) and One-way ANOVA with Sidak’s multiple comparisons test for (**C**–**E**).

## Discussion

The most striking finding from this study is that DA-DRD5 signaling can inhibit the development of colitis by regulating the balance of colonic M1/M2 macrophages. Actually, DA or its agonists have been reported to act as protective agents in various rat ulcer models^26^. It is known that the gastrointestinal tract (GI) is one of the main sources of peripheral DA^27^. GI DA is mainly produced by the dopaminergic neuron in ENS and epithelial cells in the gut lumen^28,29^. There have been some studies that reported the reduction of dopamine content altered the status of immune cells in the intestine^30^. In this study, we further showed the role of DA via DRD5 in regulating the balance of colonic M1/M2 macrophage polarization and explained the underlying mechanism of DA in ameliorating colitis.

Macrophages in the GI tract represent the largest population of mononuclear macrophages in the body^31^. There is an increasing awareness of the role of macrophages in the regulation and development of gastrointestinal disease. The proinflammatory cytokines such as TNF-α released from M1 macrophages contribute to the development of IBD^32^. Besides, TNF-α neutralization induces CD206-positive M2 macrophages^33^ and contributes to mucosal healing^34^. IL-10, a potent cytokine derived from M2-like macrophages, is necessary for recovery from postoperative ileus and colitis^35,36^. DA receptors are widely distributed in almost all immune cell subsets including macrophages and serve to regulate the release of immune factors to affect immune cell function and inflammatory response^37^. In our study, we observed a high expression of DRD5 receptor in colonic LP macrophages, including F4/80^+^, Inos^+^M1, and Arg1^+^M2 cells. Consistent with the previous report that DA-DRD5 signaling suppresses macrophage-mediated inflammation^18^, we revealed that DA-DRD5 signaling is likely to play an important role in controlling the balance of colonic macrophage polarization, which is required for colonic homeostasis and prevent colitis. Notably, DA has recently been reported to inhibit LPS-induced NO production and inflammation in microglia, a type of central nervous system (CNS) macrophage, through DRD5-mediated signaling^38^, further suggesting an inhibitory role of DRD5 signaling in macrophage inflammation.

RNA-seq analysis revealed that DA-DRD5 signaling regulated macrophage polarization by inhibiting the NF-κB signaling pathway for the suppression of M1 macrophages while activating the CREB signal pathway to promote M2 macrophages. This finding is consistent with our previous report that dopamine uses DRD5 signaling to block TRAF6-mediated NF-κB inflammation^18^. Given that NF-κB signaling is critical for the induction of a large number of inflammatory M1 genes^39,40^, our study highlighted a vital role of DA-DRD5 signaling in suppressing NF-κB activation to control colonic M1 polarization. Additionally, PKA is a well-known critical upstream protein kinase of CREB and can be activated by DRD5 signaling^23,24^. Moreover, the PKA-CREB cascade has been reported to induce M2 macrophage-specific gene expression and M2 polarization^41–43^. Thus, our study also elucidates the mechanism map of DA-DRD5 signaling in facilitating M2 colonic macrophage polarization to control inflammation. Overall, in our model, colonic DA released by ENS dopaminergic neuron or colonic epithelial cells, acting to DRD5 receptor, inhibits M1 but promotes M2 macrophages polarization through the suppression of the NF-κB pathway and activation of the CREB pathway respectively, thereby driving anti-inflammatory protective effects in colitis (Fig. S7).

In this study, we found that the administration of D1-like agonist (prefer to target DRD5) attenuates the colitogenic phenotype of mice, suggesting targeting of DRD5 signaling could be a potential therapeutic manipulation to treat IBD. Moreover, the effects of DA on macrophages polarization might be not limited in IBD, because the dopaminergic signaling is widely distributed in the peripheral tissues of the body and the balance of M1/2 macrophage polarization has a close relationship with the development of various other diseases, such as infections^44^, lung injury^45^, and tumors^46^. Therefore, targeting the DA-DRD5 signaling pathway to regulate macrophage polarization has great potential to achieve a therapeutic effect to treat not only IBD but other macrophage-mediated inflammatory diseases.

## Materials and methods

### Mice

We used C57BL/6 background male mice in this study. *DRD5*^*−/−*^ mice were generated by Cyagen Biosciences Inc (Guangzhou, China) using CRISPR-Cas9 technology, as described previously^18^. To mark lamina propria macrophages, Rosa26-tdTomato mice were crossed with Cx3cr1-Cre mice. Rosa26-tdTomato and Cx3cr1-Cre mice were kindly provided by Dr. Jiawei Zhou (Institute of neuroscience, Chinese academy of sciences). For cohousing experiments, age-matched heterozygous male wild-type and *DRD5*^*−/−*^ mice from the same littermates were cohoused at a 1:1 ratio for 6 weeks. All mice were kept in a barrier facility, and all animal experiments were conducted following the procedure approved by the Ethical Review Committee for Laboratory Animal Welfare of Nanjing Medical University.

### Antibodies and reagents

Antibody to Inos (ab15323) was from Abcam. Anti-β-actin (A1978) antibody was from Sigma. Anti-Arg1 (PA585267), anti-F4/80 (14-4801-82), anti-PE IgG (35-4914-81), anti-PEcy7 IgG 25-4914-82 antibodies were from ebioscience. The anti-phosphorylated PKA C (5661) antibody was from SCT. Anti-PKA C-α (55388-1-AP) and anti-Drd5 (20310-1-AP/ADR-005) antibodies were from Proteintech/Alomone. Anti-phosphorylated IKKα/β (2697), anti-IKKβ (2370), anti-phosphorylated IκBα (9246) and anti-phosphorylated CREB (9198s) were from Cell Signaling Technology. Anti-CREB (48601-2) antibody was from SAB. IRDye 680RDanti-mouse (926-68070) and IRDye 800CW anti-rabbit (926-32211) were from LI-COR Biosciences. Anti-mouse-HRP and anti-rabbit-HRP were from Jackson ImmunoResearch. Flow antibodies including Anti-TCR-β-eFlour450 (48-5961-80), anti-CD45-AF700 (30-F11, 85-11-0112-81), anti-APC-CD45.1 (17-0453-82), anti-APC-eflour-780-CD45.2(47-0454-82), anti-CD11b-FITC (M1/70,85-12-0114-81), anti-F4/80-APC (BM8, 17-4801-82), anti-Ly6c-PE-Cy7 (HK1.4, 25-5932-82), anti-Ly6g-percpcy5.5 (48-9668-82), FVD-eFlour®506 (65-0866), anti-APC-TNF-α (17-7321-82) were from eBioscience. anti-CD11c (12-0114-82), anti-CD19 (17-0193-80) and anti-NK1.1-PE-cy7 (25-5941-81) were from Thermo. LPS (ALX-581-013-L002) was from EnzoLife Sciences. IL-4 (214-14), IL-13 (210-13-10), IFN-γ (500-M90) was from peprotech. SKF-38393 hydrobromide (0922) was from TOCRIS. KG501 (CSN22252) was from CSNpharm. OA (O7885-25UG) was from Sigma-Aldrich. DSS (DB001-38) was from TdB Consultancy.

### DSS-induced colitis

For acute experimental colitis induction, 6-8w age- and sex-matched WT or DRD5^*−/−*^ mice were distributed randomly according to their genotypes, which received 2.5% DSS from water for 6 days, followed by normal drinking water until the end of the experiment on days 9. During the experiment, body weights, stool, and body posture were monitored daily to assess the disease activity index (DAI) in a blinded fashion. The DAI is the combined score of weight loss compared to initial weight, stool consistency, and body posture. The scores are evaluated as follow: 0 (No weight loss or weight gain), 1 (5–10% weight loss), 2 (10–15% weight loss), 3 (>15% weight loss); stool consistency: 0 (normal and well-formed), 1 (very soft and formed), 2 (loose stool), 3 (bloody stools); body posture: 0 (Smooth fur without a hunchback), 1 (mild fur and hunchback), 2 (moderate fur and hunchback), 3 (Severe fur and heavy hunchback). Mice were sacrificed at the indicated time points, and colons were collected immediately for colon length measure, colonic macrophage analysis, and histology analysis.

### Bone marrow chimeras

The recipient mice were subjected to lethal-dose irradiation (10 Gy), and 1 d later, bone marrow cells (10 × 10^6^) derived from the tibiae and femurs of *DRD5*^*−/−*^ CD45.2/WT CD45.1 bone marrow (1:1 ratio), and a control WT CD45.2/WT CD45.1 group (1:1 ratio) were i.v. injected into lethally irradiated mice. After 8 weeks, the chimeric mice were then subjected to DSS induction.

### D1-like agonist SKF-38393 treatment in DSS-induced colitis mice

The D1-like agonist SKF-38393 was dissolved in water. The agonist was i.p. injected into WT and *DRD5*^*−/−*^ mice at a dose of 10 mg/kg daily, starting 1 d before the DSS challenge.

### Histological analysis

For histology, tissue sections were stained with hematoxylin & eosin (H&E). Histology was scored in a blinded fashion as a combination of inflammatory cell infiltration (score 0–4) and intestinal architecture damage (score 0–4). The presence of occasional inflammatory cells in the lamina propria was scored as 0; increased numbers of inflammatory cells in the lamina propria was scored as 1; inflammatory cells extending into the mucosa and submucosa was scored as 2; inflammatory cells extending into the mucosa, submucosa, and sometimes transmural infiltration was scored as 3; and severe transmural extension of the infiltrate was scored as 4. For architecture damage, no mucosal damage was scored as 0; focal erosions were scored as 1; slight crypt loss and focal ulcerations was scored as 2; extended ulcerations and moderate crypt loss was scored as 3; and extensive crypt loss, mucosal damage, and extension into deeper structures of the bowel wall was scored as 4. The total histologic score was derived by summing each individual score. Images were acquired with a Nikon 50i inverted microscope.

### M1/M2 polarization

For isolation of BMDMs, tibias and femurs were removed from WT or *DRD5*^*−/−*^ mice by sterile techniques, and the bone marrow was flushed with fresh medium. BMDMs were plated in DMEM supplemented with 10% FBS in the presence of 10% L929 conditioned medium for 4–6 d at 37 °C in a humidified atmosphere of 5% CO_2_. Primary BMDMs were seeded (1.5 × 10^6^ cells per well) in 12-well plates and were grown for 24 h. Cells were then stimulated with LPS (100 ng/ml), IFN-γ (50 ng/ml) or IL-4 (10 ng/ml), IL-13 (10 ng/ml) for 12 h to induce M1 or M2 macrophages differentiation with or without DA at different concentrations of 1, 10, 20, 50 μM. In addition, 10 μM MAO inhibitor of PLZ and COMT inhibitor of DNC were added to test the lowest effective concentration of DA.

### RT-qPCR

Total RNA was extracted by using TRIzol reagent (Life) and subjected to cDNA synthesis. Quantitative RT-PCR was performed using SYBR Green Supermix (Vazyme) according to the manufacturer’s instructions. The following primers were used:

**Table:** 

*Drd1*	S	AS
	5-CCGCTGTCATCAGGTTTCG-3	5-GATGTCAAAGGCTACCCAAATG-3
*Drd2*	S	AS
	5-CATCTCTTGCCCACTGCTCTT-3	5-CGATGGAGGAGTAGACCACGA-3
*Drd3*	S	AS
	5-CATCATCTTTGGCAACGGTCT-3	5-CGGCTGAAATTCCAGACTCC-3
*Drd4*	S	AS
	5-GGTGTGTTGGACGCCTTTCT-3	5-TTGAGGGCACTGTTGACATAGC-3
*Drd5*	S	AS
	5-CTATTTCCAGACCCTTCCGCT-3	5-CTGCCTTGTCTCTGTGCCAAT-3
*Inos*	S	AS
	5-AGGGAATCTTGGAGCGAGTTG-3	5-TGAGGGCTTGGCTGAGTGAG-3
*Il-6*	S	AS
	5-CTTGGGACTGATGCTGGTGAC-3	5-GCCATTGCACAACTCTTTTCTC-3
*Tnf*	S	AS
	5-TACTGAACTTCGGGGTGATCG-3	5-TCCTCCACTTGGTGGTTTGC-3
*Ym1*	S	AS
	5- CATTGGAGGATGGAAGTTTGG -3	5-GGTACTGCCAGTCCAGGTTGA-3
*Mrc1*	S	AS
	5-CTCAACCCAAGGGCTCTTCTAA -3	5-AAGGTGGCCTCTTGAGGTATGT-3
*Arg1*	S	AS
	5-GTCTGGCAGTTGGAAGCATCT -3	5-GCTGGTTGTCAGGGGAGTGT-3
*Hprt*	S	AS
	5-GTCCCAGCGTCGTGATTAGC-3	5-TGGCCTCCCATCTCCTTCA-3
*Gapdh*	S	AS
	5-TGGATTTGGACGCATTGGTC-3	5-TTTGCACTGGTACGTGTTGAT-3

### ELISA

Primary BMDMs were seeded (1.5 × 10^6^ cells per well) in 12-well plates and were grown for 24 h. Cells were then untreated or treated DA and stimulated with LPS (100 ng/ml), IFN-γ (50 ng/ml) or IL-4 (10 ng /ml), IL-13 (10 ng/ml) for 12 h. Conditioned media from these groups above and the serum from DSS or SKF38393 treated mice were collected and measured for levels of IL-6 (DY406), TNF-α (DY410) and CCL2 (DY479) according to manufacturer’s instructions (R&D Systems).

### Immunoblotting

Primary BMDMs were seeded (1.5 × 10^6^ cells per well) in 12-well plates and were grown for 24 h. Cells were then untreated or treated DA and stimulated with LPS (100 ng/ml), IFN-γ (50 ng/ml) or IL-4 (10 ng /ml), IL-13 (10 ng/ml). BMDMs were lysed in SDS buffer and boiled for 10 min. Samples were resolved by SDS-PAGE, transferred to nitrocellulose membranes, and analyzed by immunoblot with the appropriate antibodies.

### Immunofluorescence staining

Tissue sections were incubated with primary antibody to Drd5, F4/80, Inos, and Arg1 sections at 4 °C overnight, and then incubated with secondary antibody as indicated. The nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI) (sigma). Slides were dried and mounted using ProLong Antifade mounting medium (Beyotime Biotechnology). At last, slides were visualized using a Nikon 50i fluorescent microscope. The number of macrophages from three images that were randomly selected from each tissue section were quantified using Image pro plus. The cell number shown in Fig. 6A (*y*) is derived from this formula. y = N/S (*y*, number of cells per mm^2^; N, the total number of cells per tissue section; S, area).

### FACS analysis and sorting of colonic epithelial and immune cells

Colons were excised and washed thoroughly by flushing with PBS several times. They were opened longitudinally and transferred into PBS contained 1 mM DTT and 5 mM EDTA and shaken for 20 min at 37 °C, repeated twice. All supernatants were collected and passed through a 70 μm cell strainer for staining, then the epithelial cells (CD45^-^CD326^+^) were sorted out by flow cytometry. The remaining tissues were digested with DMEM media contained 1 mg/ml collagenase IV(Sigma) and 10 U/ml DNAse I (Roche) for 25 min. After repeating twice, all supernatants were collected and passed through a 70 μm cell strainer for staining. The immune cells were collected from the middle layer of the liquid surface after density gradient centrifugation with 40/80% Percoll (GE Healthcare). After intensive washing, single suspensions were stained with FVD eFlour® 506, anti-CD45, anti-CD45.1, anti-CD45.2, anti-CD11b, anti-F4/80, anti-CD86, anti-CD206, anti-Inos, anti-Arg1, anti-TNF-α for FACS analysis. All flow cytometry was performed on an Attune NxT flow cytometer (Thermo Fisher) and data were analyzed by FlowJo 10 software. For colonic immune cells sorting, we use flow cytometry to sort out CD45^+^ immune cells (CD45^+^CD326^-^), T cells (CD45^+^TCR-β^+^), B cells (CD45^+^CD19^+^), NK cells (CD45^+^NK1.1^+^), macrophages (CD45^+^F4/80^+^CD11b^+^), monocytes (CD45^+^Ly6c^+^CD11b^+^), DC cells (CD45^+^CD11c^+^), neutrophils (CD45^+^Ly6G^+^), intrinsic lymphoid cells (CD45^+^Lin^-^).

### RNA-Seq analysis

BMDMs from WT or *DRD5*^*−/−*^ mice were untreated or treated DA and stimulated with LPS (100 ng/ml), IFN-γ (50 ng/ml) or IL-4 (10 ng /ml), IL-13 (10 ng/ml) and then collected for RNA extraction. RNA samples were constructed and sequenced on a BGISEQ-500 (Beijing Genomic Institution, BGI). The filtered data were mapped to the mouse genome (GRCm38.p5) through HISAT2. For gene expression analysis, the matched reads were calculated and then normalized to FPKM. Fold changes were calculated for all possible comparisons and a 1.2-fold and FDR < 0.001 cutoff was used to select genes with expression changes for the Heat map. The whole-genome were analyzed for the Principle component (PC). GSEA analysis was performed using the R package, using whole-genome as target genes. The Raw data files and processed files have been uploaded to Gene Expression Omnibus public database (Accession: GSE159206).

### 16S ribosomal RNA gene sequencing

Microbial DNA was extracted from fecal samples of the indicated mice using the TIANamp Stool DNA Kit (TIANGEN) according to the manufacturer’s protocols. The final DNA concentration and purification were determined by Onedrop, and the quality of DNA was determined by agarose gel electrophoresis. The purified DNA amplicons were then added with Illumina adapters by ligation (TruSeq DNA LT Sample Prep Kit), the adapter-ligated DNA fragments were further pooled in equimolar and paired-end sequenced (2 × 300) on an Illumina MiSeq platform for sequencing according to the standard protocols by Majorbio Bio-Pharm Technology Co. Ltd. (Shanghai, China). Operational taxonomic units (OTUs) were clustered with 97% similarity cutoff using UPARSE (version 7.1 http://drive5.com/uparse/) with a novel ‘greedy’ algorithm that performs chimera filtering and OTU clustering simultaneously. The taxonomy of each 16S rRNA gene sequence was analyzed by the RDP Classifier algorithm (http://rdp.cme.msu.edu/) against the Silva (SSU123) 16S rRNA database using a confidence threshold of 70%. The raw reads were deposited into the NCBI Sequence Read Archive (SRA) database (SRA accession: PRJNA664271).

### HPLC analysis

HPLC analysis was employed to measure dopamine from the distal colon. This analysis used a DIONEX HPLC system with a Coulochem III Electrochemical Detector together with a Uniget C-18 reverse phase microbore column as the stationary phase. The mobile phase consisted of buffer [1.7 mM OSA, 0.05 mM Na-EDTA, 90 mM NaH_2_PO_4_·2H_2_O, and 50 mM C_6_H_8_O_7_·H_2_O] and acetonitrile. The flow rate was 0.2 ml/min, and the working electrode was set at 350 mV versus Ag/Ag/Cl reference electrode. Detection gain was 100 nA and filter was 5 s.10 mL of the sample supernatant was directly injected into the HPLC for analysis. Standard dopamine (Sigma) was used to quantify and identify the peaks on the chromatographs. The detection limits for dopamine was determined by analyzing the known concentrations of dopamine in the HPLC system under the set condition. For this purpose, standard solutions of 1 mg per ml were made with pure dopamine and diluted accordingly to the desired concentrations of the stock solutions for running on HPLC. Concentration of dopamine was determined using the following formula: y(nmol/L) = 0.0217x–0.0132 (r2 = 0.9998) (y, peak area; x, analyte concentration in μM). To more effectively compare dopamine concentrations between studies, all values of tissues were converted to final molar concentrations by dividing original tissue weights and multiplying the density of tissues which we averaged to be around 1 kg/L.

### Statistical analyses

The data were analyzed by GraphPadPrism 7.0 and GraphPadPrism 8.0 software and are presented as the mean ± standard error of the mean (SEM). The statistics were analyzed by using a two-tailed unpaired *t*-test for two groups, one-way ANOVA for multiple groups. *P* values were provided as ∗*p* < 0.05, ∗∗*p* < 0.01 and ∗∗∗*p* < 0.001.

## Supplementary information

Supplementary Figures

## Data Availability

Sequencing data are deposited into the Gene Expression Omnibus (accession no. SRP574780 and GSE159206).

# Supplementary material for: DA-DRD5 signaling controls colitis by regulating colonic M1/M2 macrophage polarization
**Source:** Cell Death Dis. 2021 May 17;12(6):500. doi: 10.1038/s41419-021-03778-6
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary Fig 1

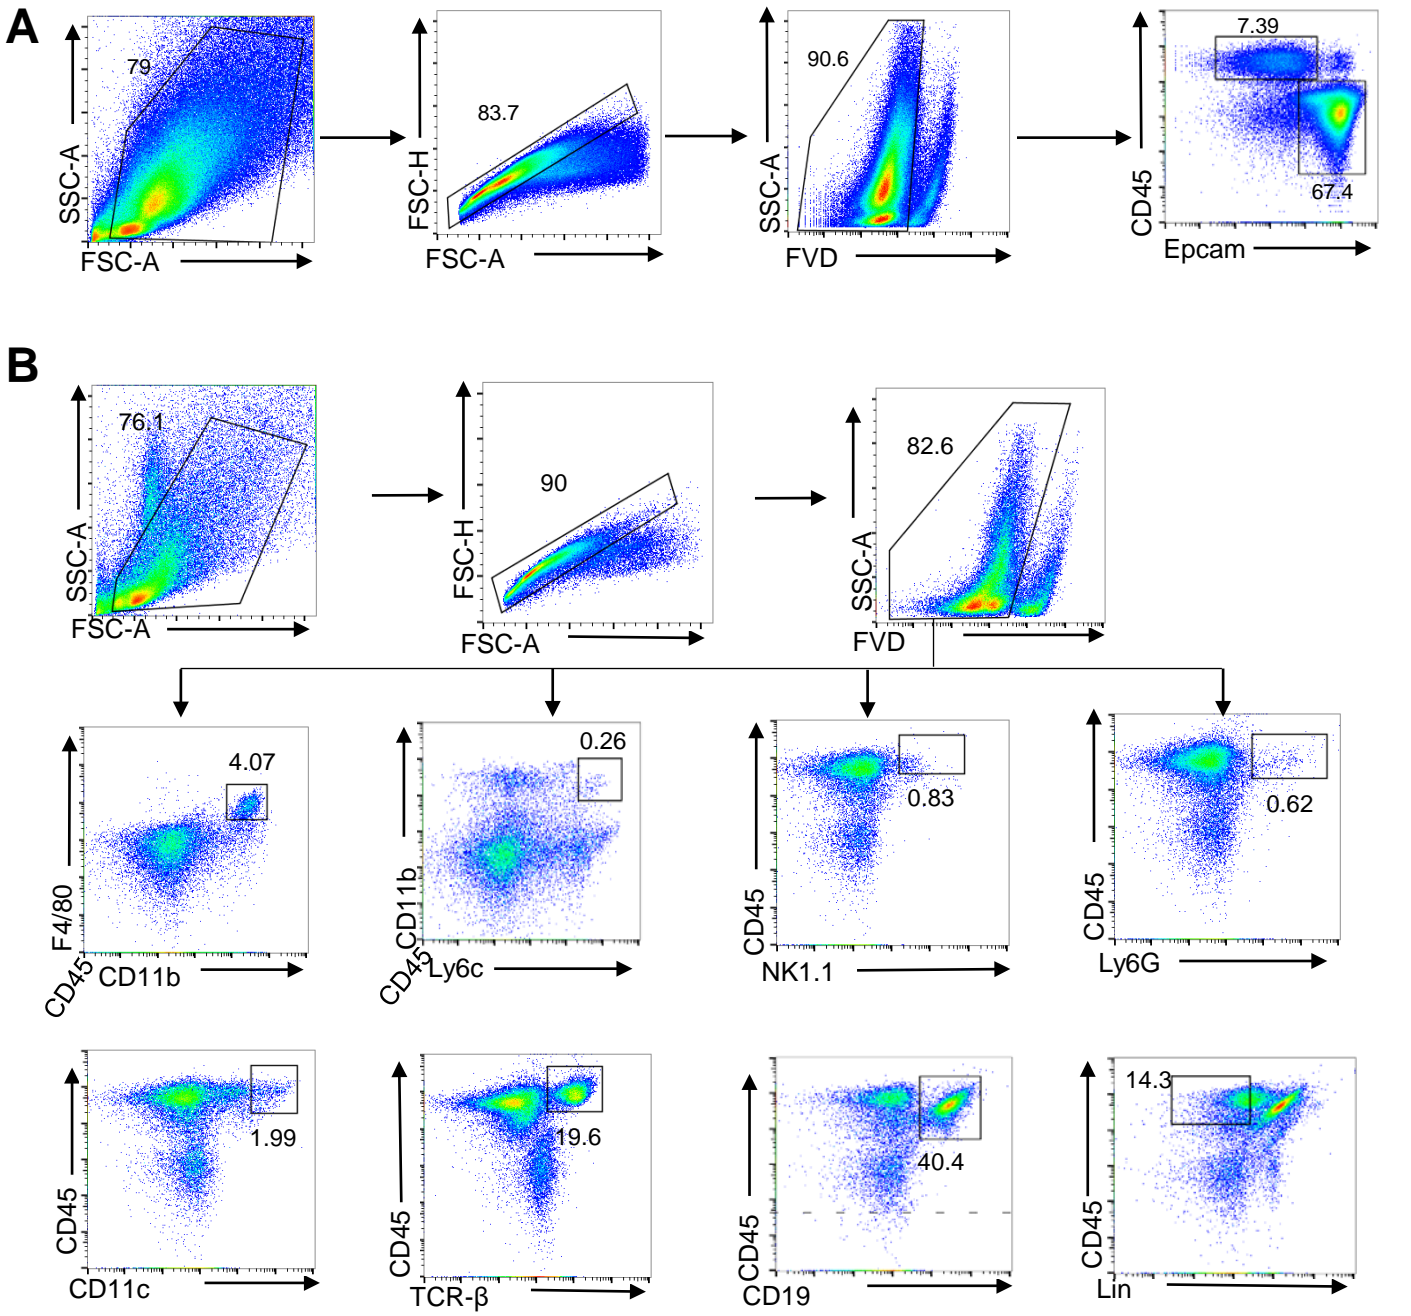

**Supplementary Figure 1. FACS sorting strategy of colonic epithelial and immune cells.**

(A) Representative flow cytometry profiles from colonic epithelial and immune cells in WT mice for gating strategy and FACS-sorting.

(B) Representative flow cytometry profiles from colonic immune cells in WT mice for gating strategy and FACS-sorting.

# Supplementary Fig 2

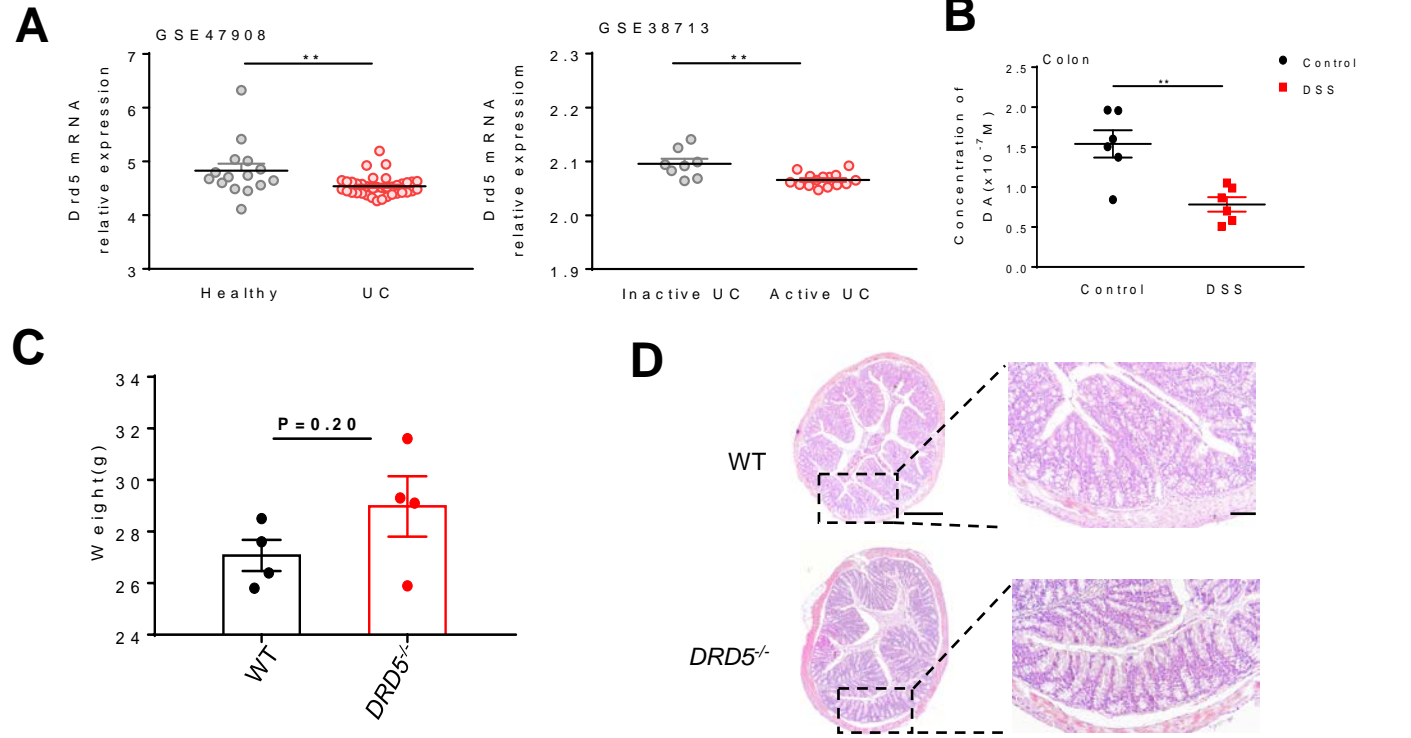

**Supplementary Figure 2. Colonic DA levels after DSS colitis, and the weight and colonic histopathology in untreated WT and  $DRD5^{-/-}$  mice.**

(A) The analysis of *Drd5* mRNA levels in the colon of healthy individuals and UC patients using GEO data sets GSE47908 and GSE38713.

(B) HPLC analysis of dopamine levels in the colon from wild-type mice with or without DSS treatment.

(C) Weight of WT and  $DRD5^{-/-}$  mice (n=4 mice per group) were monitored.

(D) Representative H&E-stained section colons of WT and  $DRD5^{-/-}$  mice. Scale bars, 4X, 500 $\mu$ m; 20X, 200 $\mu$ m.

Supplementary Fig 3

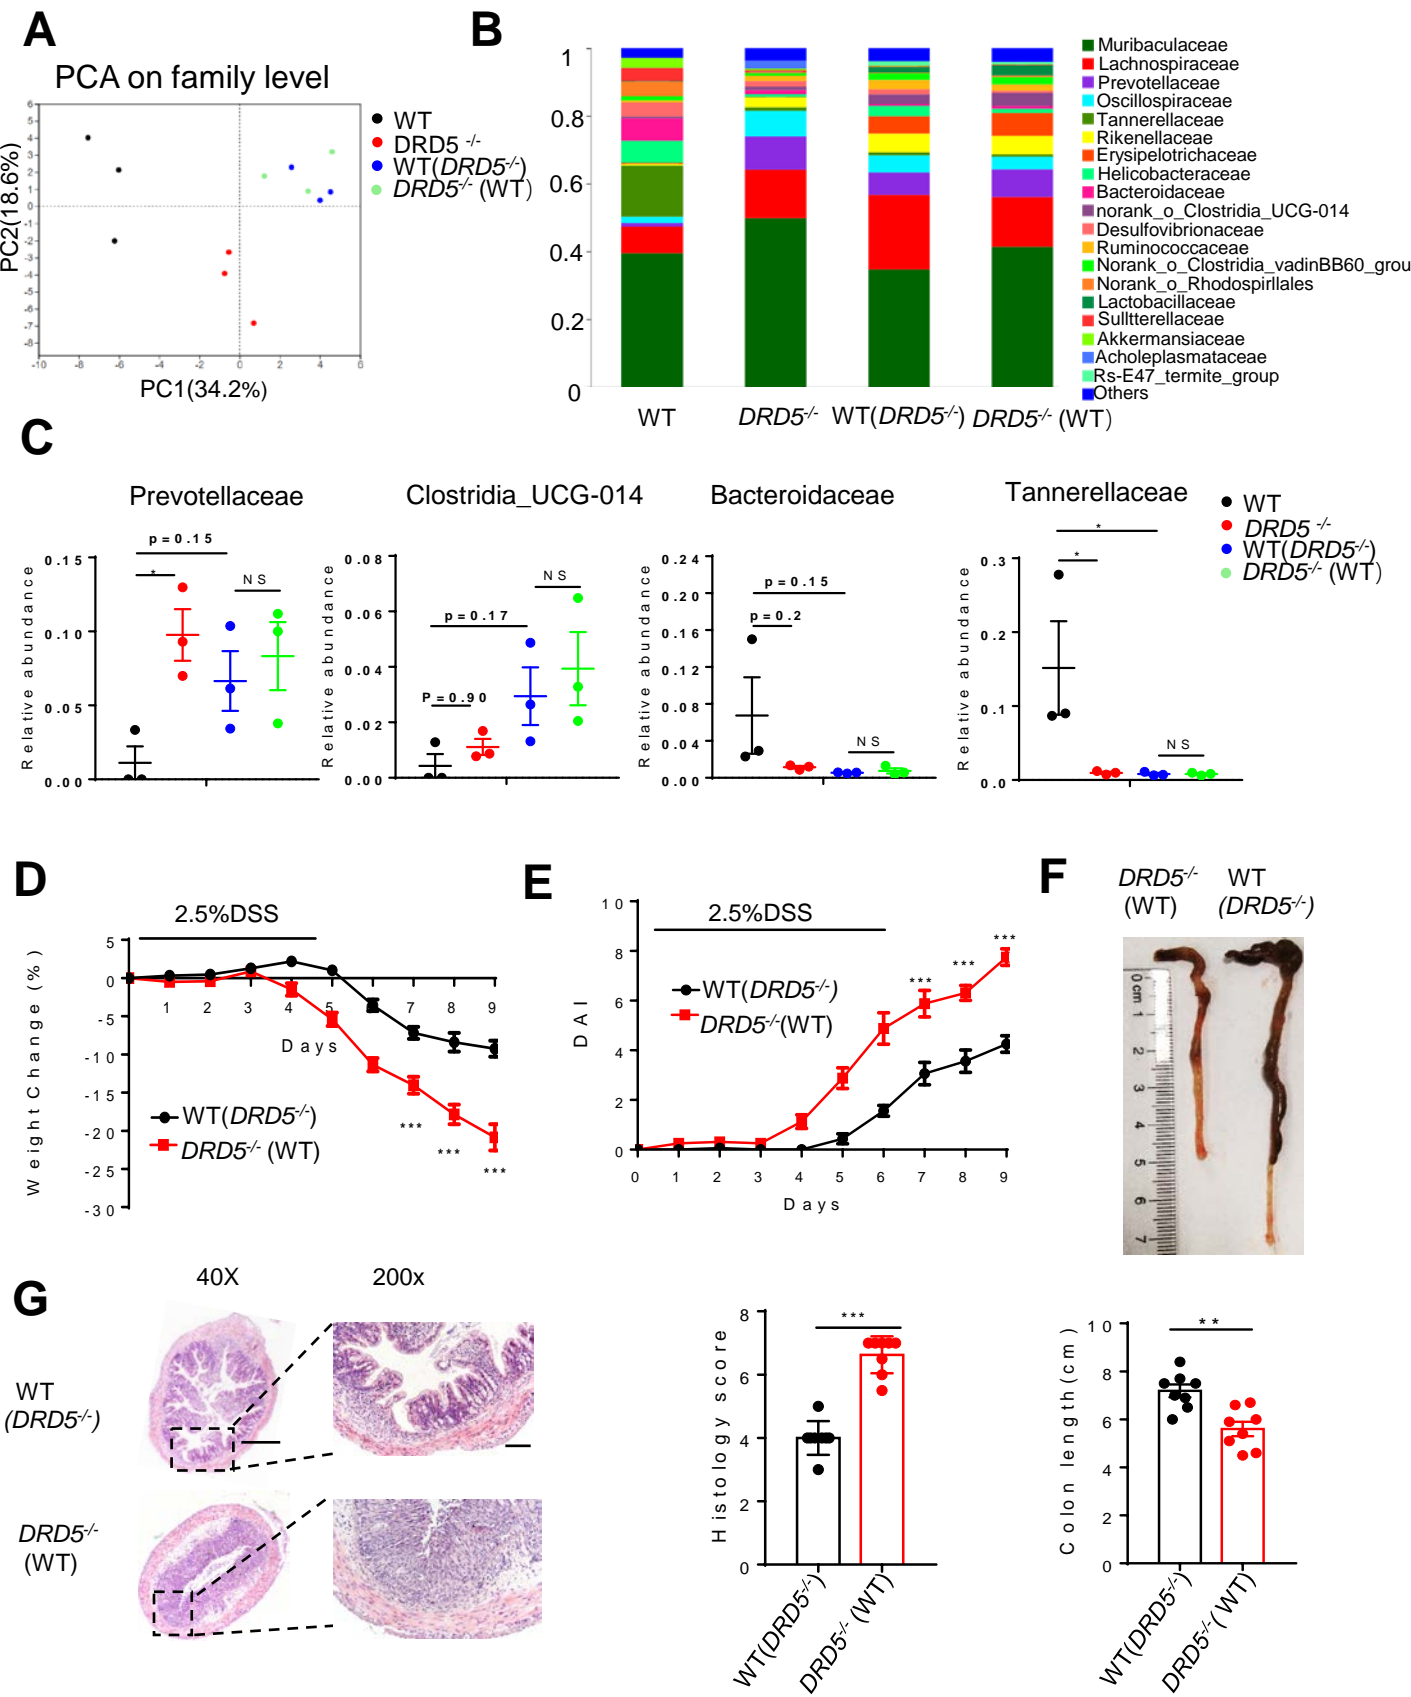

**Supplementary Figure 3. 16S rRNA-seq analysis of fecal microbiota and histopathological analysis from single-housed and cohoused WT and *DRD5*<sup>-/-</sup> mice.**

- (A) Principal component (PC) analysis of clustered microbiota in single-housed and cohoused WT and *DRD5*<sup>-/-</sup> mice (n=3).
- (B) The percent of community abundance on family level in single-housed and cohoused WT and *DRD5*<sup>-/-</sup> mice.
- (C) The relative abundance of Prevotellaceae, Clostridia\_UCG-014, Bacteroidaceae, and Tannerellaceae in single-housed and cohoused WT and *DRD5*<sup>-/-</sup> mice.
- (D, E) Littermate male WT and *DRD5*<sup>-/-</sup> mice (n=8 mice per group) were cohoused for six weeks and then were given 2.5% DSS in their drinking water for six days and distilled water for three additional days before sacrifice. Weight (D) and DAI (E) of cohoused WT and *DRD5*<sup>-/-</sup> mice were monitored daily.
- (F) Gross morphology images of colons and colon lengths of cohoused WT and *DRD5*<sup>-/-</sup> mice on day 9 after DSS treatment.
- (G) Representative H&E-stained section colons and histology scores of cohoused WT and *DRD5*<sup>-/-</sup> mice sampled on day 9 after DSS treatment. Scale bars, 4X, 500µm; 20X, 200µm.
- Data are pooled from three independent experiments. Error bars show means ± SEM. \*p < 0.05, \*\*, P<0.01; \*\*\*, P<0.001. two-tailed unpaired student's t-test for C, F, G. multiple unpaired t-tests for D, E.

Supplementary Fig 4

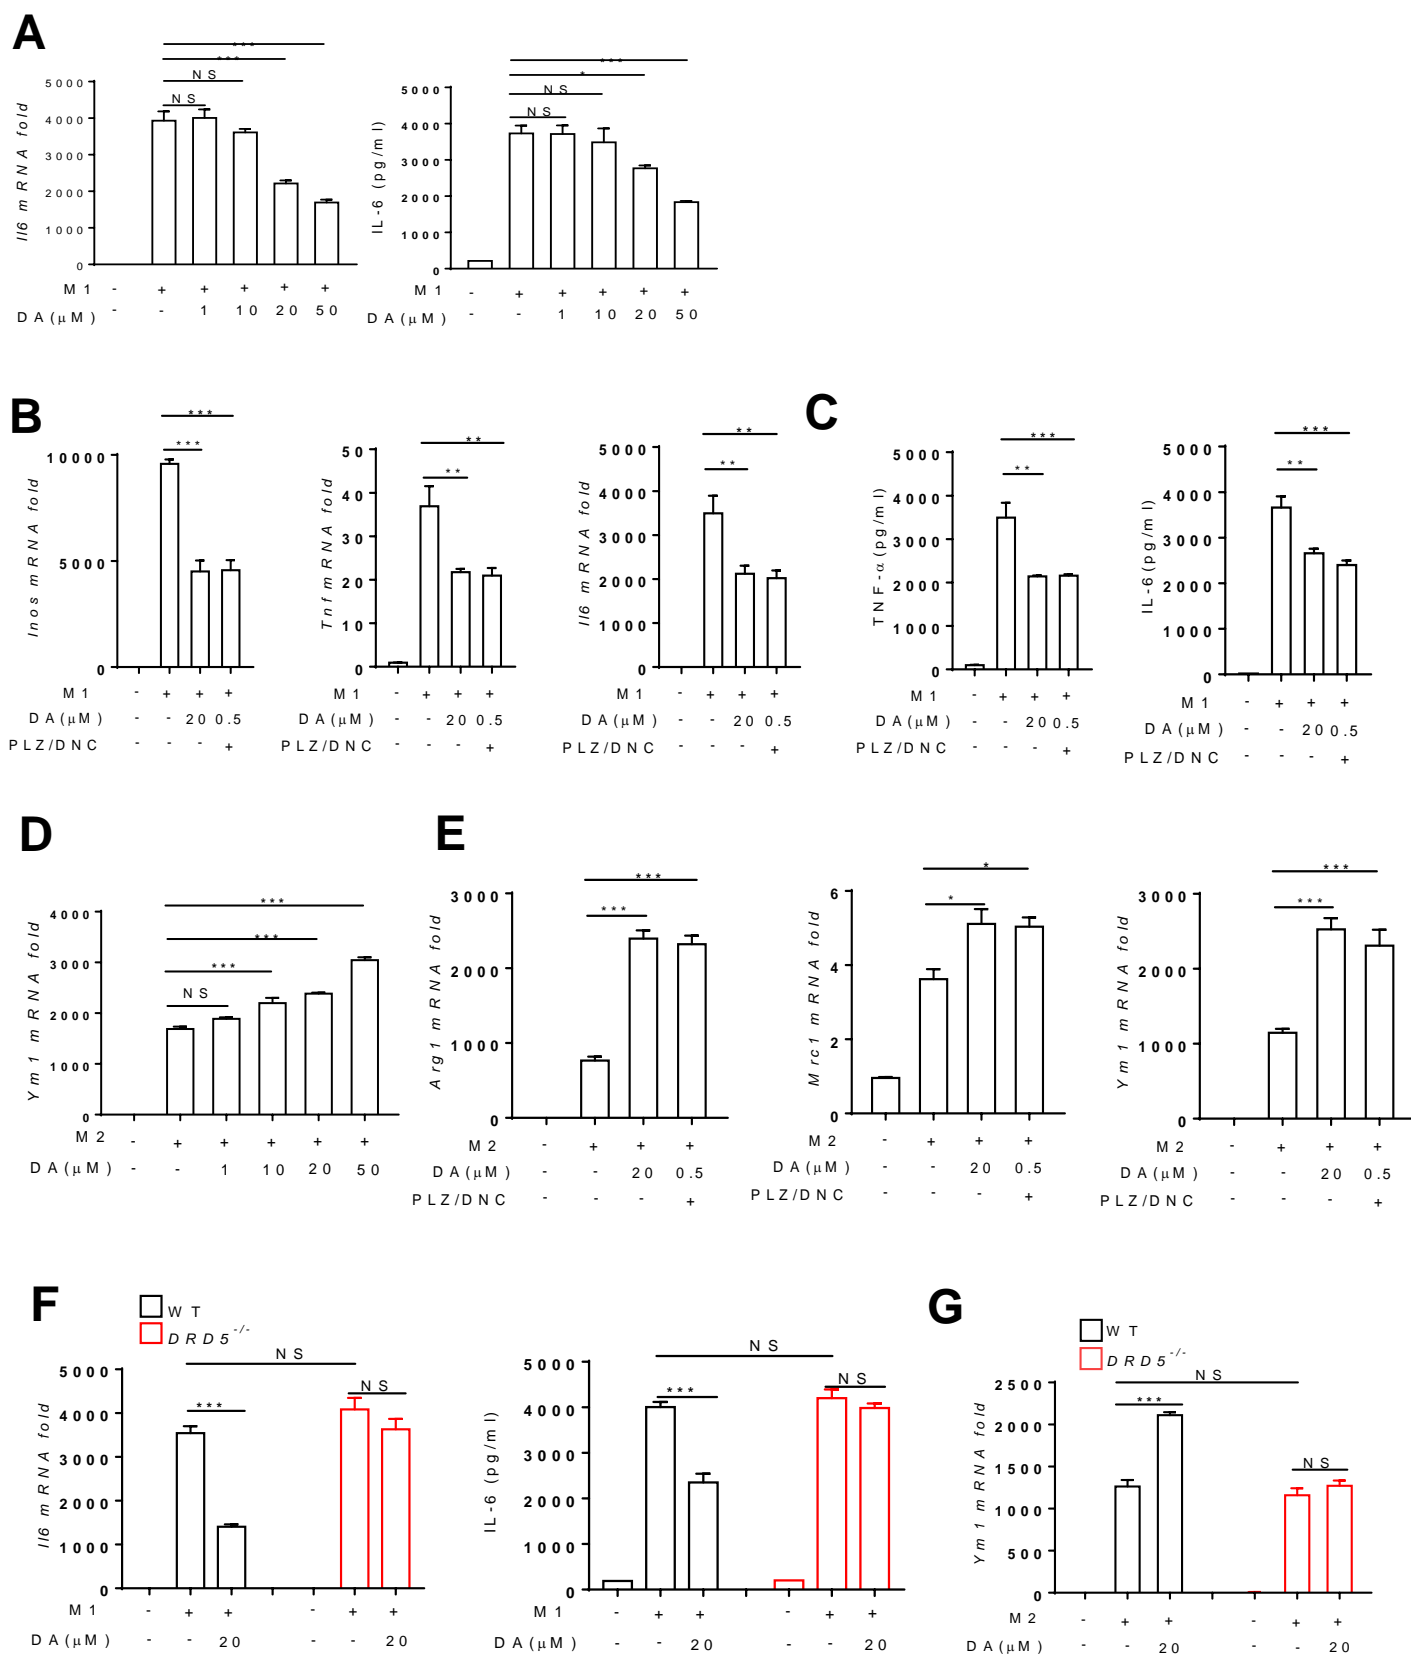

**Supplementary Figure 4. The deficiency of DA-DRD5 signaling inhibits M1 but enhances M2 macrophage polarization in vitro.**

(A) RT-qPCR analysis of *IL-6* mRNA expression in WT BMDMs treated with various doses of DA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h (left). ELISA analysis of IL-6 in supernatants from WT BMDMs treated with various doses of DA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h (right).

(B) RT-qPCR analysis of *Inos*, *Tnf* and *Il6* mRNA expression in BMDMs treated with phenelzine (PLZ, 10  $\mu$ M) plus 3,5-dinitrocatechol (DNC, 10  $\mu$ M) and different doses of DA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h.

(C) ELISA analysis of TNF- $\alpha$  and IL-6 in supernatants from WT BMDMs treated with phenelzine (PLZ, 10  $\mu$ M) plus 3,5-dinitrocatechol (DNC, 10  $\mu$ M) and different doses of DA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h.

(D) RT-qPCR analysis of *Ym1* mRNA expression in WT BMDMs treated with various doses of DA and stimulated with IL-4/IL-13 (M2) for 12h.

(E) RT-qPCR analysis of *Arg1*, *Mrc1* and *Ym1* mRNA expression in BMDMs treated with phenelzine (PLZ, 10  $\mu$ M) plus 3,5-dinitrocatechol (DNC, 10  $\mu$ M) and different doses of DA and stimulated with IL-4/IL-13 (M2) for 12h.

(F) RT-qPCR analysis of *IL-6* mRNA expression in WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA (20  $\mu$ M) and stimulated with LPS/IFN- $\gamma$  (M1) for 12h (left). ELISA analysis of IL-6 in supernatants from WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA (20  $\mu$ M) and stimulated with LPS/IFN- $\gamma$  (M1) for 12h (right).

(G) RT-qPCR analysis of *Ym1* mRNA expression in WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA (20  $\mu$ M) and stimulated with IL-4/IL-13 (M2) for 12h.

Data are pooled from three independent experiments. Error bars show means  $\pm$  SEM. \* $p < 0.05$ , \*\*,  $P < 0.01$ ; \*\*\* $p < 0.001$ ; NS, not significant. One-way ANOVA with Sidak's multiple comparisons test for A-G.

Supplementary Fig 5

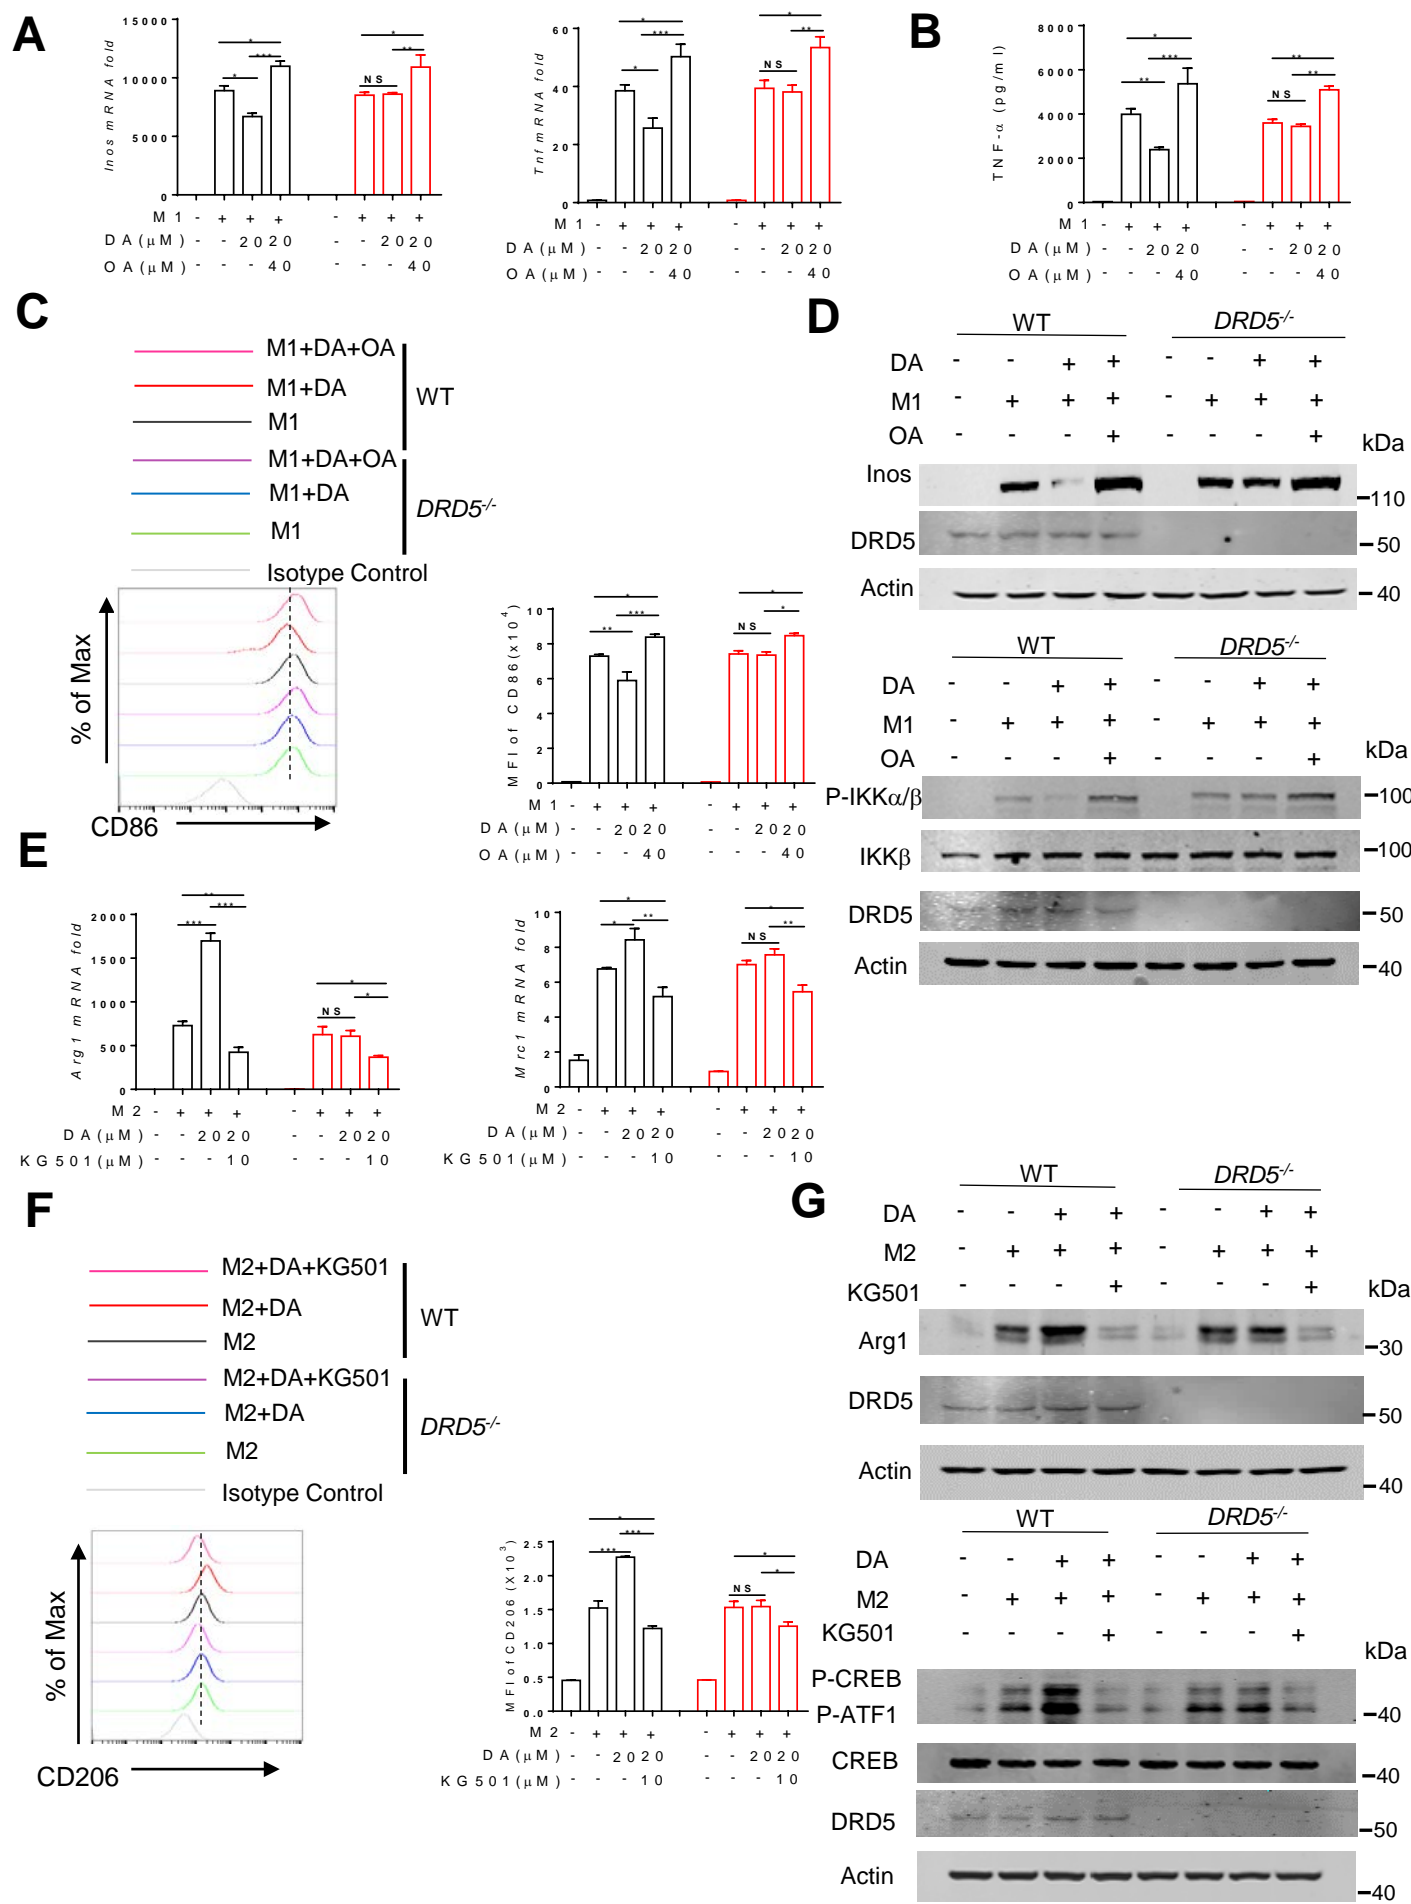

**Supplementary Figure 5. DA-DRD5 signaling inhibits M1 polarization by negatively regulating NF- $\kappa$ B signaling, but enhances M2 macrophage differentiation through the CREB pathway.**

(A) RT-qPCR analysis of *Inos* and *TNF- $\alpha$*  mRNA expression in WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA (20  $\mu$ M) and OA (Okadaic Acid, 40  $\mu$ M) and stimulated with LPS/IFN- $\gamma$  (M1) for 12h.

(B) ELISA analysis of TNF- $\alpha$  in supernatants from WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA and OA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h.

(C) Flow cytometry analysis of M1 marker CD86 of WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA and OA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h.

(D) Immunoblot analysis of Inos, (p-), total IKK $\alpha/\beta$ , DRD5 and Actin in lysates of WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA and OA and stimulated with LPS/IFN- $\gamma$  (M1) for 12h or 0.5h respectively.

(E) RT-qPCR analysis of *Inos* and *Arg1* and *Mrc1* mRNA expression in WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA (20  $\mu$ M) and KG501 (2-naphthol-AS-E-phosphate, 10  $\mu$ M) and stimulated with IL-4/IL-13 (M2) for 12h.

(F) Flow cytometry analysis of M2 marker CD206 of WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA and KG501 and stimulated with IL-4/IL-13 (M2) for 12h.

(G) Immunoblot analysis of Arg1, (p-), total CREB, DRD5 and Actin in lysates of WT and *DRD5*<sup>-/-</sup> BMDMs treated with DA and OA and stimulated with IL-4/IL-13 (M2), the time point of data collection for Arg1 and p-CREB is 12h or 0.5h respectively.

Data are pooled from three independent experiments. Error bars show means  $\pm$  SEM. \*, P<0.05; \*\*, P<0.01; \*\*\*, P<0.001. two-tailed unpaired student's t-test for A-C, E-F.

# Supplementary Fig 6

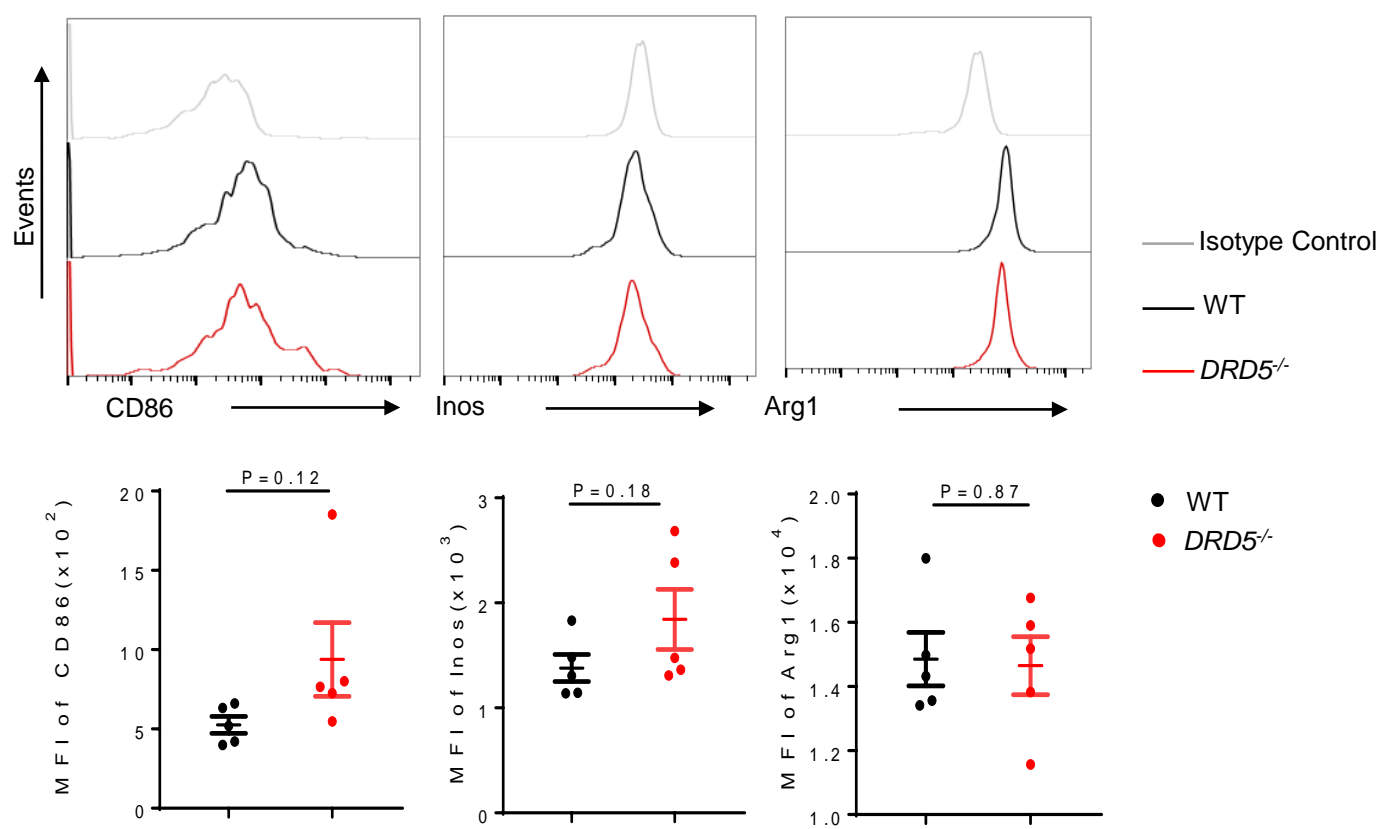

**Supplementary Figure 6. The deficiency of DRD5 signaling increased colonic M1 macrophages but reduced M2 cells in the colon of mice.**

Flow cytometry analysis of colonic macrophage of WT and *DRD5*<sup>-/-</sup> mice as indicated (n= 5 mice per group). Data are presented as representative plots (top) and summary graphs of quantified percentages (bottom). Data are pooled from three independent experiments. Error bars show means  $\pm$  SEM. Two-tailed unpaired student's t-test for the figure.

# Supplementary Fig 7

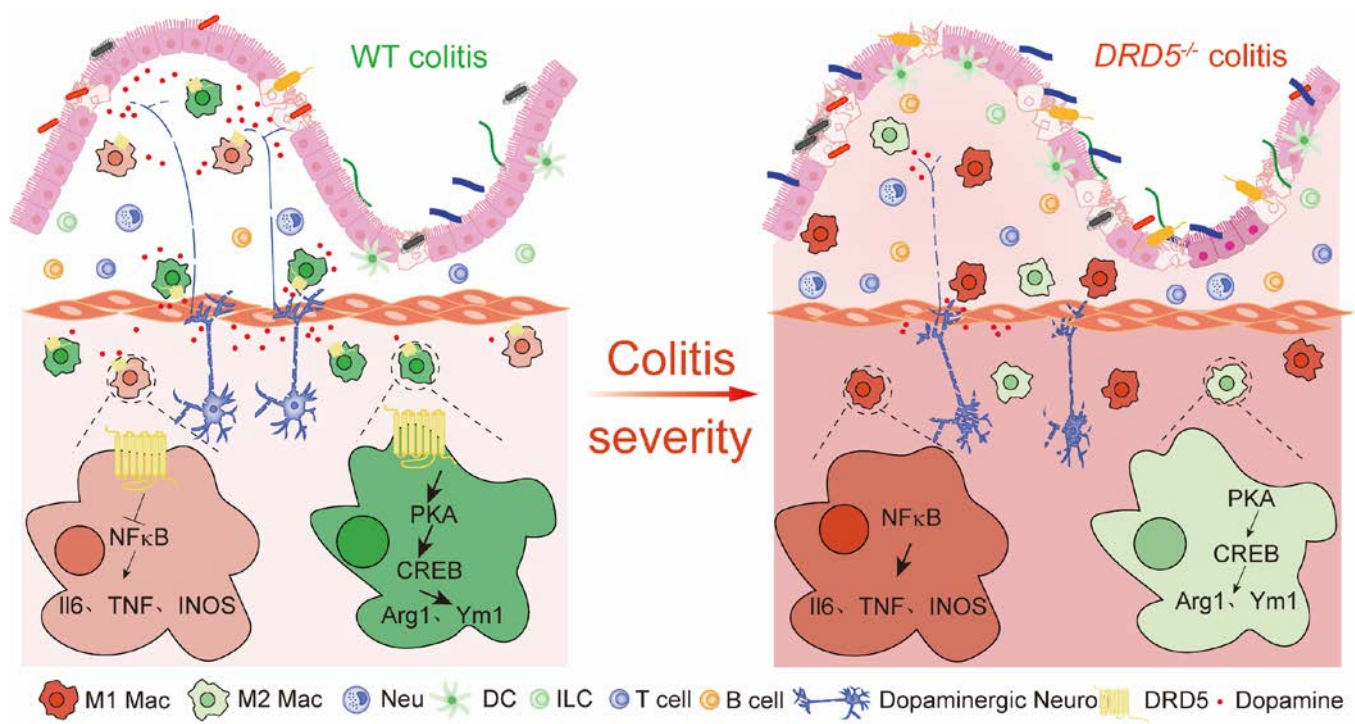

**Supplementary Figure 7. Model for DA-DRD5 signaling function in controlling colitis by regulating the balance of M1/M2 macrophage polarization.**  
GI DA via DRD5 inhibits M1 but promotes M2 macrophage polarization through the suppression of the NF- $\kappa$ B pathway and activation of the CREB pathway respectively, thereby driving anti-inflammatory protective effects in colitis.

How the deposited data were processed for this re-analysis (not part of the article)

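The re-analysis covered the 24 RNA-seq libraries of BMDMs in Fig. 4, 12 of Lps/Ifn-γ-stimulated (M1) and 12 of IL-4/IL-13-stimulated (M2) BMDMs. For each stimulus they were grouped as untreated WT, DA-treated WT, untreated *DRD5*-/- and DA-treated *DRD5*-/-, with 3 libraries in each group. The libraries of a group carry replicate numbers, but the paper does not say whether a number stands for a mouse or a culture. Libraries with the same number in different groups did not resemble each other more than others (mean residual r = −0.021 in M1 and −0.016 in M2), so no pairing was used.
The authors sequenced the libraries on a BGISEQ-500, filtered the reads, mapped them to GRCm38.p5 with HISAT2, counted the matched reads and normalized the counts to FPKM. They deposited FPKM with 2 decimals for each library in files that hold no read counts, gene lengths or library totals. The M1 files list 18063 genes and the M2 files 17786, of which 17109 are in both. The FPKM were used as deposited, so the authors' filtering and length correction remain in every value. The sequencing depth per library is unknown.
Genes with an FPKM of at least 1 in at least 3 of the 12 libraries of a stimulus were tested, 10040 in M1 and 10735 in M2. Each stimulus was fitted with limma 3.58.1 (R 4.3.3) on log2(FPKM + 1), with a mean for each of the 4 groups and an intensity trend. The contrasts were DA-treated against untreated WT, DA-treated against untreated *DRD5*-/-, DA-treated WT against DA-treated *DRD5*-/-, untreated *DRD5*-/- against untreated WT, and the difference between the effects of DA in the 2 genotypes (the interaction). The p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p under 0.001 and a change of at least 1.2-fold.
Gene lists were tested with fgsea 1.28.0 on limma's moderated statistic, with a weight of 1, a seed of 11, lists of 5 to 500 tested genes, and adjustment over the lists of a contrast. The lists were written by hand. The mouse Reactome pathways shipped with fgsea were tested as a scan, with 10 to 500 tested genes. For the principal component analysis, log2(FPKM + 1) of every gene that varied was centred, and the pseudo-F of 3 libraries against the other 9 was compared with all 220 choices of 3 libraries. Coordinates, GC content and transcript lengths were taken from GENCODE M21, which covered 98.8% of the tested M1 genes and 98.9% of the tested M2 genes. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The fit was tested on simulated data of the same size with 200 changed genes. It called 188 of the 200 in M1 (94%) and 191 of the 196 that passed the filter in M2 (97.4%). There were 0 false calls in either. The simulated changes were all larger than 1.2-fold, with independent noise and no shift between libraries. The test therefore does not cover changes near the threshold or a shift between libraries.
The genes named in the text were chosen by a rule: the genes that the paper names for these libraries, the dopamine receptor genes, *Cd86*, 7 genes of the NF-κB and CREB pathways, and for each stimulus the 5 largest rises and the 5 largest falls with DA in WT. Genes of the heat maps were named singly where they moved against the heat map or were not past the threshold. The rule, the tests, the gene lists, the thresholds and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were: no expression filter, a pseudocount of 0.1, median-of-ratios scaling, quantile normalization, a replicate block, the compared groups alone in the fit, no intensity trend, an adjusted p of 0.05, a change of 2-fold, ranking by log2 fold change, camera with a correlation of 0.01, lists without the heat map genes, 6 settings of the principal component analysis, and leaving out each library in turn. Removing each library's trend with GC content and transcript length (lowess, span 0.3), and taking the proteasome genes out of the Reactome pathways, were chosen after seeing the data. Planned tests on read counts were not run, since the files hold FPKM and counts were not used here. The qPCR, flow cytometry, immunoblot and mouse data of the paper were not analysed here.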

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

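Of the tests in this part, those of the genotype and of heart RNA alone were chosen only after the result was seen. Removing the trends with GC content and gene length was chosen after the data were seen, and before its own result was.
In M1, the effects of DA in WT and *DRD5*-/- BMDMs differed past the threshold for 841 genes, a difference between groups tested as an interaction. Of the named genes, the effect was lower in WT for *Il6* (difference −0.71), *Il12b* (−1.94), *Cd86* (−0.32), *Hspa1a* (−3.11), *Hspa1b* (−2.87), *Cited4* (−1.89) and *Hspb1* (−1.95). It was higher in WT for *Tnf* (0.49), *Arg1* (1.55), *Mrc1* (0.66), *Slc40a1* (2.28), *Slc48a1* (1.50), *Hmox1* (1.41) and *Plau* (1.25). Of the 32 splits that kept the same pairs apart, 7 gave as many genes as the real split, and of 68 other splits drawn, 4 gave as many. All 11 kept the real split of the WT libraries, and every split that broke it gave 0 genes. DA moved no gene past the threshold in the *DRD5*-/- libraries (0, with 569 at an unadjusted p under 0.05), so that another split of these libraries was not expected to lower the count, and the splits do not test their labels. Median-of-ratios scaling, as a test of the normalization between libraries, gave 714 genes, 587 of them in common with the 841. Removing the trends with GC content and gene length gave 807 genes, 627 in common. Neither explains the count. The difference was no longer past the threshold for *Il6* without the expression filter (adjusted p between 9.55e-05 and 0.00117 over the planned settings) and for *Cd86* with median-of-ratios scaling (−0.248, under 1.2-fold). *Hspa1a* and *Hspa1b* are paralogs, and how the mapping divided their reads was not tested.
In M2, the effects of DA in the 2 genotypes differed past the threshold for 4636 genes. The effect was higher in WT for *Tnf* (difference 1.03), *Il10* (1.06), *Arg1* (3.82), *Chil3* (0.33), *Mrc1* (0.59), *Socs1* (0.31), *Tnfaip3* (0.51), *Prkaca* (0.29), *Pf4* (3.89), *Hmox1* (0.81), *Id1* (3.52) and *Ccnd1* (3.32). It was lower in WT for *Crem* (−0.88), *Slc6a12* (−3.76), *Cd83* (−2.53), *Ifitm6* (−2.95), *Hpgd* (−2.97) and *Rbp4* (−2.37). The difference for *Prkaca* was not past the threshold without the expression filter, with quantile normalization (0.213), without the intensity trend, with the trends with GC content and gene length removed (0.156) and in 5 of the fits that each left out one library (adjusted p between 0.000166 and 0.00496 over the planned settings with all libraries). That for *Socs1* was not past it with quantile normalization (0.257), and that for *Chil3* with the trends removed (0.169). The real split alone gave as many genes, 1 of 32, and the next largest gave 4220. The 13 splits that kept the real split of the WT libraries gave 3166 to 4636 genes and the others 0 or 1, so that the count rests for the most part on the WT labels, and the splits are a weak test of the *DRD5*-/- labels. The count was 4605 with median-of-ratios scaling, as a test of the normalization between libraries, and 4411 with the trends with GC content and gene length removed. A dependence of DA's effect on the genotype is a candidate explanation that the tests of normalization and of GC content and gene length left standing. It cannot be told apart from a difference between cultures, since the 3 libraries of a group may come from 1 culture (the test of the spread, under "Other observations", was undecided).
In M2 *DRD5*-/- BMDMs, 432 genes were past the threshold with DA. They include *Arg1* and *Stab1*, which are among the genes of Fig. 4H, and its other 19 tested genes were not past it, so the signal lies for the most part outside the genes that the paper discusses. The real split was 1 of the 4 that part all same-numbered pairs, so the share cannot fall under 0.25, and the other splits gave 0 genes past the threshold. The count was 420 with median-of-ratios scaling, a test of the normalization between libraries. It fell to 236 with the trends with GC content and gene length removed, 169 of them in common with the 432. The changes correlated with transcript length across genes (rho = 0.498). Part of this count may therefore follow from GC content and gene length, while 169 of the 432 genes remained past the threshold after the removal. It took the correlation with transcript length to −0.005 and that with GC content from −0.318 to 0.146, so a trend with GC content was left, in the opposite direction.
Between untreated *DRD5*-/- and untreated WT BMDMs, a comparison that the paper does not report, 94 genes differed in M1 and 592 in M2. In both, the real split was 1 of 4, and the other splits gave 0 genes. With median-of-ratios scaling, as a test of the normalization between libraries, the counts were 97 and 556. With the trends with GC content and gene length removed they were 49, of which 43 were among the 94, and 540, of which 484 were among the 592. In M1 the changes correlated with GC content across genes (rho = 0.497), so part of the M1 count may follow from it. The genotype is the same in both stimuli, and the 2 sets of libraries are compared under "Other observations".
In the WT M1 libraries, transcripts of heart muscle appeared that the paper does not report. Of 29 heart marker genes above 0, 18 were higher in each of the 6 WT M1 libraries than in each of the 6 *DRD5*-/- M1 libraries (62.1%). For a single gene, 1 of the 924 choices of 6 libraries gives this order. The FPKM of the heart genes summed to 16.15 ± 1.78 in WT and 8.96 ± 0.5 (SD, n = 6) in *DRD5*-/- M1 libraries (exact permutation p = 0.00216, the smallest that the 924 choices allow). These genes were not looked at before the list was written. Of the 43 heart and lung genes above 0, 19 were higher in every WT M1 library (44.2%), against 0 of 35 genes of liver, brain, kidney and intestine (Fisher's exact p = 1.49e-06), and 18 of the 19 were heart genes. The liver, kidney and intestine lists were near 0 in WT M1 libraries (mean sums 0.88, 0.02 and 0.54 FPKM, brain 9.25), which limits this comparison. Fisher's test also takes the genes as independent, which genes measured in the same libraries are not. A list of skeletal muscle genes was not in that comparison. Of its 9 genes above 0, 1 was higher in every WT M1 library, and its sum was 2.17 ± 0.37 in WT and 1.51 ± 0.22 FPKM in *DRD5*-/- M1 libraries (SD, n = 6, exact permutation p = 0.0108), so that skeletal muscle is not excluded as a further source. RNA from other tissues, and from heart in the first place, is a candidate source. The genotype as the source would carry over to M2, where 0 of the heart and lung genes first seen in M1 were higher in every WT library. The heart sum there was 8.62 in WT and 7.09 in *DRD5*-/- libraries (exact permutation p = 0.0411). The sum of the genes first seen in M1 went the other way in M2 (exact permutation p = 0.00216). It was 2.78 ± 0.44 FPKM in WT and 4.83 ± 0.59 FPKM in *DRD5*-/- libraries (SD, n = 6). How such RNA came into the libraries was not tested. Differences between WT and *DRD5*-/- M1 libraries in genes expressed in heart cannot be told apart from it.
For the difference between DA-treated and untreated M1 WT libraries, RNA from other tissues was tested on the sum of the heart and lung genes. The sums did not overlap (477.6 to 526.9 against 423.5 to 463.9 FPKM, difference 60.39), which chance gives for 10% of such comparisons. The lung gene *Lyz1*, named after its values were seen, made up 58.22 FPKM of the difference, and it is a paralog of the macrophage gene *Lyz2*. Without it the difference was 2.17 FPKM. RNA from heart alone, a test added for that reason, on the sum of the heart genes above and those first seen in M1, differed by 1.02 FPKM with overlap (27.6 to 40.6 against 28.2 to 36.4). The difference of the first sums was thus almost all that of 1 gene, and RNA from other tissues is not kept as an explanation of the DA effect in M1 WT libraries.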

How the results depend on the processing

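Of the tests in this part, those with the trends with GC content and transcript length removed and with the proteasome genes taken out were chosen only after the data were seen. For the 24 results that answer a comparison, the alternatives gave 206 values besides those that left out a library: 168 kept their direction and their side of the threshold, 20 were weaker, 4 were stronger and 14 reversed. For 209 named genes, gene lists and shares of variance they gave 1945 values, of which 1799 stayed the same, 74 were weaker, 21 stronger, 13 moved and 38 reversed. The cause was not tested for any change below. The planned tests on read counts were not run, as the files hold FPKM and counts were not used here. The depth is unknown, so what it limits could not be computed.
The count of genes past the threshold fell with a change of 2-fold to 44 (DA in M1 WT), 60 (DA-treated M1 WT against *DRD5*-/-), 13 (untreated M1 *DRD5*-/- against WT) and 41 (M1 interaction), and in M2 to 626, 741, 36 and 750, and to 3 for DA in *DRD5*-/- BMDMs. With an adjusted p of 0.05 it rose to 202 for untreated M1 *DRD5*-/- against WT, 1836 for the M1 interaction, 719 for DA in M2 *DRD5*-/- and 895 for untreated M2 *DRD5*-/- against WT BMDMs. The count for untreated M1 *DRD5*-/- against WT was also 43 without the expression filter, 36 without the intensity trend and 49 with the trends with GC content and length removed. The last setting gave 236 for DA in M2 *DRD5*-/- BMDMs. For DA in M1 *DRD5*-/- BMDMs the count was 0 in the alternatives run, with 569 genes at an unadjusted p under 0.05. With a replicate block, the pairing by number, DA in M1 WT gave 1359 genes and DA in M2 WT 4906.
Scaling and the 2-fold change moved the direction of the calls. Of the genes with a change of 2-fold in M1, 22 of 44 were higher for DA in WT, 39 of 60 for DA-treated WT against *DRD5*-/-, 2 of 13 for untreated *DRD5*-/- against WT and 20 of 41 for the interaction. With median-of-ratios scaling, quantile normalization and the trends removed, the share that was higher changed from 33% to 55.2%, 52.2% and 56.9% for DA in M1 WT, from 32.1% to 51.9%, 49.8% and 54.2% for DA-treated M1 WT against *DRD5*-/-, and from 38.2% to 62.7%, 56.5% and 61.5% for the M1 interaction. For untreated M1 *DRD5*-/- against WT it was 77.7%, and 65.3% with the trends removed. In M2 it changed from 83.8% to 73.8% with median-of-ratios scaling and 69.5% with the trends removed for DA in *DRD5*-/-, and from 24.8% to 37.1%, 35.7% and 35.4% for untreated *DRD5*-/- against WT. For DA-treated M2 WT against *DRD5*-/- it was 58.9%, and 50.1%, 49.2% and 50.3% in these settings. For DA in M2 WT it was 56%, and with the trends removed 2440 genes were higher and 2427 lower. The median change of all genes moved by less than 0.1 in each.
The score of the NF-κB response list for DA in M1 WT turned to 1.43 with median-of-ratios scaling, 1.41 with the trends removed, 0.089 with camera and 1.45 without the heat map genes. For DA-treated M1 WT against *DRD5*-/- it turned to 1.30 with median-of-ratios scaling and 1.31 with the trends removed, and it lost the 0.05 threshold with camera (−0.71) and without the heat map genes (−1.32). For the M1 interaction it turned to 1.40 with median-of-ratios scaling, 1.40 with the trends removed, 0.035 with camera and 1.45 without the heat map genes. For DA in M1 *DRD5*-/- it turned to 0.74 with the replicate block, 1.15 with the trends removed, 0.69 with ranking by log2 fold change and 0.039 with camera. The NF-κB component list turned to 0.76 with median-of-ratios scaling, 0.83 with the trends removed and 0.69 without the heat map genes for DA in M1 WT. In M2 *DRD5*-/- BMDMs, the CREB target list lost the 0.05 threshold without the expression filter (1.51), with median-of-ratios scaling (1.58), with ranking by log2 fold change (1.55), with camera (1.36) and without the heat map genes (1.58).
Named genes changed sign, many of them where their change was near 0. In M1 WT with DA these were *Creb1* (0.008 with median-of-ratios scaling, 0.011 with quantile normalization), *Tnfaip3* (0.001 with median-of-ratios scaling), *Nfkbia* (0.031 with the trends removed), *Chil3* (0.005, 0.012 and 0.039) and *Prkaca* (0.014, 0.000 and 0.043), the last 2 genes under all 3 settings in that order. In M1 *DRD5*-/- with DA these were *Gclm* (−0.007), *Cited4* (0.009), *Il12b* (0.014), *Cd86* (0.005) and *Prkaca* (0.008) with the trends removed, *Socs1* (0.002) and *Cd86* (0.012) with quantile normalization and *Crem* (0.000) with median-of-ratios scaling. The M1 interaction of *Prkaca* was 0.028, 0.008 and 0.035 in the 3 settings. In M2 WT with DA, *Creb1* was −0.026 and −0.028 with the 2 scalings, and *Cd86* was −0.030, −0.030 and −0.106 in the 3 settings. In M2 *DRD5*-/- with DA, *Tnf* was −0.011 and −0.038 with the 2 scalings, and with the trends removed *Creb1* was −0.035, *Pf4* 0.115, *Nr4a1* 0.001 and *Id1* 0.105. With the trends removed, the M2 interaction was 0.055 for *Creb1*, −0.095 for *Nfkbia* and −0.052 for *Atf1*. *Creb1* was further from 0 over the planned settings. It was 0.135 to 0.198 with DA in M2 *DRD5*-/- BMDMs and −0.187 to −0.163 for the M2 interaction.
Across the fits that each left out one library, the counts for M1 were 1181 to 1274 (DA in WT), 0 to 0 (DA in *DRD5*-/-), 1537 to 1752 (DA-treated WT against *DRD5*-/-), 36 to 74 (untreated) and 626 to 774 (interaction). For M2 they were 4587 to 4811, 304 to 388, 4949 to 5138, 470 to 507 and 4230 to 4496. The NF-κB response score was −1.345 to −1.280 for DA in M1 WT, −0.944 to 1.202 for DA in M1 *DRD5*-/-, −1.481 to −1.407 for DA-treated M1 WT against *DRD5*-/- and −1.369 to −1.312 for the interaction. The CREB target score in M2 *DRD5*-/- BMDMs was 1.569 to 1.719, with an adjusted p of 0.026 to 0.0805, and was not past 0.05 in 4 of the 6 fits. Genes whose sign changed in M1 *DRD5*-/- with DA were *Atf1* (−0.012 to 0.028), *Cd86* (−0.008 to 0.006), *Cited4* (−0.116 to 0.035), *Creb1* (−0.011 to 0.088), *Crem* (−0.011 to 0.016), *Gclm* (−0.005 to 0.027), *Il10* (−0.048 to 0.060), *Il12b* (−0.027 to 0.018), *Il6* (−0.129 to 0.021), *Mrc1* (−0.087 to 0.021), *Nfkbia* (−0.001 to 0.028), *Nnt* (−0.034 to 0.092), *Nos2* (−0.023 to 0.002), *Nr4a1* (−0.017 to 0.071), *Plau* (−0.006 to 0.077), *Prkaca* (−0.053 to 0.048), *Socs1* (−0.056 to 0.020) and *Tnfaip3* (−0.007 to 0.068). The others were *Chil3* in M1 WT (−0.180 to 0.093), *Cd86* (−0.087 to 0.081) and *Creb1* (−0.019 to 0.038) in M2 WT, and *Id1* (−0.124 to 0.151), *Nnt* (−0.019 to 0.050), *Pf4* (−0.176 to 0.168), *Tnf* (−0.066 to 0.096) and *Tnfaip3* (−0.037 to 0.002) in M2 *DRD5*-/- BMDMs.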

Differences from the paper's values

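The first principal component held 51% of the variance in M1, against the paper's about 30% in Fig. 4A, read by eye, and 76.2% in M2, against the paper's about 42% in Fig. 4E, read by eye. Of the alternatives set before the data were examined, scaling the genes to unit variance gave 30.6% in M1 and 42.3% in M2, which closed the gap in both. A pseudocount of 0.1 gave 28.6%, which closed it in M1, and 52.5%, which came within 1.5 times of the paper's value in M2 without reaching it. The gap was not closed by the expression filter (56.7% and 79.3%), FPKM with no log (86.4% and 71.7%), quantile normalization (50.4% and 76.2%) or the replicate block, a pairing by number (55.4% and 78.3%).
The paper lists *Tnf* among the genes that DA inhibited in M1 WT BMDMs. Here it rose, by 0.45 on the log2 scale, and it rose in each setting run. The paper lists *Nos2* there too. It fell by 0.18, under 1.2-fold, and was not past the threshold in any setting run. The paper also reports that DA lowered *Tnf* and *Inos* (*Nos2*) mRNA by RT-qPCR, TNF-α by ELISA and Inos by immunoblot. Those measurements were not analysed here, so the difference concerns the RNA-seq libraries alone. *Il10*, which Fig. 4D shows higher with DA, rose by 0.26 (adjusted p = 0.0024) and was not past the threshold. It was past it with median-of-ratios scaling (0.33, adjusted p = 0.000452), with quantile normalization (0.33, adjusted p = 0.000437), and with the trends with GC content and length removed (0.34, adjusted p = 0.000512), which was chosen after seeing the values. Of the other genes of Fig. 4D, *Ddx3x*, *Ddx39*, *Cd200*, *Ddx47*, *Scap*, *Tmem39a*, *Tbc1d22b*, *Ifi30* and *Nfkb2* fell without passing the threshold. *Scap* was past it without the intensity trend (−0.28, adjusted p = 0.000839, with 0.000839 to 0.0109 over the planned settings), and *Scap* and *Tmem39a* passed with an adjusted p of 0.05, while the other 7 were past it in no setting run. *Itga1*, which Fig. 4H shows higher with DA in M2 WT BMDMs, was 0.353 FPKM without and 0.35 FPKM with DA and was under the expression filter.
The paper reports the NF-κB pathway as the most prominent pathway lowered by DA in M1 WT BMDMs. The NF-κB response list had a score of −1.29 (adjusted p = 0.0989), and no setting run gave a negative score past 0.05. In the Reactome scan, the noncanonical NF-κB pathway downstream of dectin (−2.25) and NF-κB activation in B cells (−2.09) had negative scores past 0.05 and ranked 15 and 79 from the lowest, and neither was past 0.05 without the proteasome genes (−1.34 and −0.94), a setting chosen after seeing the values. The paper reports the CREB pathway as the top pathway raised by DA in M2 WT BMDMs. The CREB component list had a score of −1.21 and the CREB target list −1.02, and neither was positive in any setting run. PKA-mediated phosphorylation of CREB in the Reactome scan had a positive score, 1.32 (adjusted p = 0.31), not past 0.05. The paper's own gene sets were not used here, so these scores do not repeat its tests. A component list scores the mRNA of a pathway's members, while the paper's immunoblots measured phosphorylation.
The paper reports that the M2 genes rose in WT but not in *DRD5*-/- BMDMs. *Arg1* (0.49) and *Stab1* (0.30) also rose past the threshold in M2 *DRD5*-/- BMDMs, and *Mrc1* did so with quantile normalization (0.29). *Stab1* (0.22) was under 1.2-fold there with the trends with GC content and length removed, a setting chosen after seeing the values.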

Other observations

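Of the tests in this part, those of the direction of *Tnf*, the Y-linked genes, the genotype carried by both stimuli, low expression in M1, the DA response of M2 *DRD5*-/- BMDMs and the antioxidant list were chosen only after the result was seen. Removing the trends with GC content and gene length was chosen after the data were seen, and the rules that judge the spread by the quartiles of the implied depth and by the share of genes in steps, and that which leaves the looser threshold in M1 undecided, were added after it.
The splits of the libraries were compared with those that part all same-numbered pairs. With 3 libraries against 3 there are 4 such splits of 10, so the share cannot fall under 0.25, and none of these results can be told apart from a chance split on that ground. The count of genes was as large in 1 of the 4 splits, the real split, for DA in M1 WT, DA-treated M1 WT against *DRD5*-/-, DA in M2 WT and DA-treated M2 WT against *DRD5*-/- BMDMs, and in 4 of 4 for DA in M1 *DRD5*-/- BMDMs, where the count was 0 and 569 genes had an unadjusted p under 0.05. Against the counts of 1439, 1861, 4971 and 5333 of the first 4 comparisons, each of the other 9 splits, whether it parted the pairs or not, gave 0 genes. The score of the NF-κB response list was as far from 0 in 2 of 4 splits for DA in M1 WT, 4 of 4 for DA in M1 *DRD5*-/-, 1 of 4 for DA-treated M1 WT against *DRD5*-/-, and 2 of 32 for the interaction. That of the CREB component list was as far in 2, 2 and 2 of 4 for DA in M2 WT, DA in M2 *DRD5*-/- and DA-treated M2 WT against *DRD5*-/-, and 15 of 32 for the interaction. That of the CREB target list was as far in 3, 1 and 3 of 4, and 13 of 32.
Normalization between libraries, tested with median-of-ratios scaling, gave 1225 genes for DA in M1 WT, 1667 for DA-treated M1 WT against *DRD5*-/-, 4932 for DA in M2 WT and 5293 for DA-treated M2 WT against *DRD5*-/- BMDMs. GC content and gene length, tested by removing the trend of each library, gave 1215, 1490, 4867 and 5122. Each stayed within 1.5 times the count with the FPKM as deposited. *Tnf* rose with DA in M1 WT under both scalings, by 0.499 on the log2 scale at the least, so the normalization between libraries did not set its direction.
Neutrophil transcripts were also higher in the WT M1 libraries. Of 20 neutrophil genes above 0 that had not been looked at, 3 were higher in each WT M1 library than in each *DRD5*-/- M1 library (15.0%), against 0 of 35 genes of the liver, brain, kidney and intestine lists (Fisher's exact p = 0.0435). The mean sums in WT M1 libraries were 0.88 FPKM for liver, 9.25 for brain, 0.02 for kidney and 0.54 for intestine. The neutrophil list summed to 221.08 FPKM. Genes near 0 can hardly be higher in every WT library, so this p does not decide on a neutrophil source. The sum of the neutrophil genes did not part the genotypes over all 12 libraries (exact permutation p = 0.433). Without DA it was higher in each WT library (237.7 to 245.5 FPKM) than in each *DRD5*-/- library (210.4 to 220.3 FPKM), and with DA it was 190.2 to 206.7 in WT and 202.9 to 221.3 FPKM in *DRD5*-/- libraries, with overlap. The neutrophil and progenitor marker list, with 9 tested genes, had a score of −2.29 between untreated *DRD5*-/- and WT M1 BMDMs (adjusted p = 8.88e-09), with 6 genes past the threshold, all lower in *DRD5*-/- cells, and 2.19 between DA-treated WT and *DRD5*-/- BMDMs (adjusted p = 2.12e-06), with 7 genes past it, all higher in WT cells. RNA from other cells, such as neutrophils, is a candidate source. *S100a9* and *Ngp*, named after their values were seen, were 9.65 to 21.0 and 6.05 to 12.4 FPKM in WT and 0.4 to 0.81 and 0 to 0.17 FPKM in *DRD5*-/- M1 libraries.
In M2, 18 genes differed at least 2-fold between the genotypes both with and without DA. If they followed a genotype effect carried by both stimuli, they would differ in M1 too. Of the 12 tested there, 5 went in the same direction, 0 were past the threshold between untreated genotypes (where 2557 of all tested genes had an unadjusted p under 0.05), and the median difference in the direction of M2 was −0.035, against 1.317 in M2. Between DA-treated genotypes in M1, 1 was past the threshold in the same direction, and the median was 0.046. By mean FPKM, 72.2% of the genes were in the lowest 33% of the M1 genes or untested. Low expression in M1 is a candidate explanation at the most for 3 of the 6 untested genes, *Camk2b*, *Gm1673* and *Tmem267*, since the other 3 were no lower in M1 WT than in M2 WT libraries (*Gm46918*, *Slc15a2* and *Gm42031*), all named after their values were seen. The 7 tested genes of that part differed by 0.181 at the most, and some were no lower in M1 than in M2 WT libraries, such as *Gm43828* (3.91 against 1.6 FPKM) and *Gm42102* (1.91 against 0.74 FPKM), named after their values were seen. The largest difference of the 5 genes above that limit was 0.142 in untreated M1, against at least 1.134 in M2. The test of a strain variant near the genes (1 pair of neighbours within 5 Mb) and of a segment around *Drd5* (1 gene within 20 Mb) were void, because 12 of the 18 genes (66.7%) have coordinates and 80% were required. A strain variant near the genes cannot be told apart from the other explanations. Of the 12 genes with coordinates, the gene within 20 Mb of *Drd5* was *Gm1673*, and the others lie on other chromosomes. This argues against a segment around *Drd5* for those others. The genes without coordinates could not be placed. These 18 genes do not stand for all genotype differences. The interferon response list was lower in untreated *DRD5*-/- than in untreated WT BMDMs in M1 (−2.38, adjusted p = 5.28e-06, no gene past the threshold, median change −0.078) and in M2 (−2.48, adjusted p = 4.24e-14, 23 of 27 genes past it, all lower, median change −0.717). In M1 it lost the 0.05 threshold with ranking by log2 fold change (−1.698, with an adjusted p between 5.44e-06 and 0.125 over the planned settings).
DA raised 30 genes at least 1.5-fold in M2 *DRD5*-/- BMDMs, of which 28 were tested in M1. The same DA response in both stimuli would raise them in M1 *DRD5*-/- BMDMs, where their median change was 0.073, against 0.638 in M2 *DRD5*-/- BMDMs. A response that M1 cells cannot make would leave them unchanged in M1 WT BMDMs. There 46.4% were raised past the threshold, against 4.7% of all genes (Fisher's exact p = 9.88e-11). That test takes the genes as independent, which genes measured in the same libraries are not. An unstable spread or filter in M1 was tested with a looser threshold, and 0 genes were called in M1 *DRD5*-/- BMDMs at an adjusted p of 0.05, with 569 at an unadjusted p under 0.05. This keeps the spread and the filter of the fit, so that test alone cannot exclude a larger spread in M1 *DRD5*-/- BMDMs. Over all groups, a library lay 9.16 from the mean of its group on average in M1 and 9.18 in M2. The median coefficient of variation was 3.71% and 3.44%. These values pool the groups of a stimulus, so they do not test the spread of the M1 *DRD5*-/- libraries. The lowest Pearson's r within a group, 0.99819, was between DA-treated M1 *DRD5*-/- libraries. The median change of 0.073 against 0.638 argues against a larger spread alone as the cause for these 28 genes. The count of genes called in M1 *DRD5*-/- BMDMs was also 0 without the expression filter, without the intensity trend and with the compared groups alone in the fit. An antioxidant and haem response is a candidate explanation for part of the response in M2 *DRD5*-/- BMDMs, where the antioxidant list had a score of 2.55 (2.546, adjusted p = 8.19e-08) with 8 genes past the threshold. The interferon response list had a score of 2.43 there (adjusted p = 7.74e-05) with 16 genes past the threshold, and all genes past it in the 2 lists were higher. The interferon genes rose from a lower level, since 23 of the 27 were past the threshold and lower in untreated *DRD5*-/- than in untreated WT BMDMs, and between DA-treated WT and *DRD5*-/- BMDMs the list had a score of 1.03 (1.025, adjusted p = 0.467). Why it was absent in M1 *DRD5*-/- BMDMs was not explained by these tests.
The spread between the libraries of a group was set against that of counting reads, where libraries of one RNA or one culture would give a median variance ratio under 2. The test needs the depth, which is unknown. A depth was implied by the low genes whose FPKM lay in whole steps of a single value, but these were 44 of the 302 examined in M1 and 28 of 242 in M2, so the test was left undecided in both. At that depth the ratio was 2.17 in M1 (1.76 to 2.27 at the quartiles of the implied depth) and 1.89 in M2 (1.50 to 1.96). In the 10% of genes with the most reads, where counting adds least, it was 8.81 in M1 and 5.58 in M2, above 2. These values rest on the same implied depth, and how much the preparation of libraries adds to the spread was not tested, so libraries of one RNA or one culture cannot be told apart from separate cultures. The median coefficient of variation was 3.71% in M1 and 3.44% in M2.
The paper states that male mice were used. The Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* reached 0.49 FPKM at the most in any of the 24 libraries, while the lowest value of their X-linked partners was 6.2 FPKM. Cells without a Y chromosome are a candidate explanation. Of the 6 genes listed on the Y chromosome, 1 reached 1 FPKM, the pseudogene *Gapdh-ps15*. These genes were chosen after their values were seen.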
